# Signal-induced enhancer activation requires Ku70 to read topoisomerase1–DNA covalent complexes

**DOI:** 10.1038/s41594-022-00883-8

**Published:** 2023-02-06

**Authors:** Yuliang Tan, Lu Yao, Amir Gamliel, Sreejith J. Nair, Havilah Taylor, Kenny Ohgi, Aneel K. Aggarwal, Michael G. Rosenfeld

**Keywords:** Transcriptional regulatory elements, Epigenetics

## Abstract

Enhancer activation serves as the main mechanism regulating signal-dependent transcriptional programs, ensuring cellular plasticity, yet central questions persist regarding their mechanism of activation. Here, by successfully mapping topoisomerase I–DNA covalent complexes genome-wide, we find that most, if not all, acutely activated enhancers, including those induced by 17β-estradiol, dihydrotestosterone, tumor necrosis factor alpha and neuronal depolarization, are hotspots for topoisomerase I–DNA covalent complexes, functioning as epigenomic signatures read by the classic DNA damage sensor protein, Ku70. Ku70 in turn nucleates a heterochromatin protein 1 gamma (HP1γ)–mediator subunit Med26 complex to facilitate acute, but not chronic, transcriptional activation programs. Together, our data uncover a broad, unappreciated transcriptional code, required for most, if not all, acute signal-dependent enhancer activation events in both mitotic and postmitotic cells.

## Abstract (web summary)

Tan et al. found that topoisomerase-independent DNA nicking is required for most, if not all, signal-induced acute enhancer activation programs, nucleating formation of a Ku70–HP1γ–Med26 complex required to facilitate transcriptional activation.

## Main

Forty years removed from their initial discovery^1,2^, gene control by transcriptional enhancers is considered one of the dominant molecular mechanisms underlying cell-type and signal-specific transcriptional diversity in metazoans. Thus, in addition to their critical functions in cell-type determination and differentiation, transcriptional enhancers serve as the predominant regulators of the precise, rapidly altered patterns of gene regulation in response to diverse acute signaling pathways^3–7^, reflecting the preferential binding of many of these signal-dependent transcription factors to enhancers, rather than promoters. Interestingly, signal-dependent enhancer activation generally temporally precedes activation of its cognate promoter^8,9^, and the robust, signal-regulated enhancer exhibit increased eRNA transcription and concomitant condensation of RNA-dependent ribonucleoprotein (RNP) complexes upon acute stimulation but maturing to a more gel-like state upon chronic stimulation^10–13^. However, whether there might be a universal strategy required for signal-dependent enhancer activation is largely unknown. Intriguingly, recent reports have revealed that active enhancers serve as the hotspots for DNA single-strand breaks, or DNA nicks^14,15^, which are the most common form of DNA damage. Unfortunately, the role of these putative DNA nicks in the signal-dependent transcriptional activation of the functional enhancers remains unclear.

In this article, we interrogate the potential role of the ‘nicked’ covalent intermediate that topoisomerase I (Top1) makes with genomic DNA (TOP1cc) in response to acute activating signals. Although Top1 has emerged as a critical component of the transcriptional machinery on promoters, few experiments have been directed at examining its role in robustly activated enhancers. This is because detection of the genomic landscape of the TOP1cc in mammalian cells has remained a main challenge. Firstly, TOP1cc is transient and not readily detectable^16^. Secondly, traditional chromatin immunoprecipitation (ChIP) assays induce very high artificial formation of poly ADP-ribose^17^, which is involved in the formation and release of TOP1cc^16,18^. Third, current assays for DNA-protein intermediates such as an immunocomplex of enzyme and trapped in agarose DNA immunostaining assays are low throughput^19,20^, while chaotropic salts isolation^21^, fluorescein isothiocyanate-labeling^22^, rapid approach to DNA adduct recovery^23^ approaches and even the recently developed repair–seq^14^, synthesis-associated with repair sequencing and S1-END–seq^15^ have failed in identifying the DNA-bound sites of the specific proteins interrogated. Therefore, the function of TOP1cc in translating activation signals into context-specific responses remains poorly understood.

Here, by taking advantage of a specific antibody recognizing TOP1cc, in conjunction with CUT&RUN assays, we unexpectedly find that TOP1cc serves as an epigenomic signature recognized by the DNA damage sensor protein Ku70, which has been classically linked to the double-strand DNA damage repair pathway. We provide evidence that Ku70 is an invariant requirement for acute signal-dependent enhancer activation, acting to tether HP1γ–Med26 to facilitate the phosphorylation of serine 5 at RNA polymerase II (Pol II) to promote the transcriptional elongation of the enhancers. Remarkably, we find that not only 17β-estradiol (E_2_) but also dihydrotestosterone (DHT), tumor necrosis factor alpha (TNFα) and even neuronal depolarization also require the actions of TOP1cc and the reading of the TOP1cc by Ku70 for acute enhancer activation. The discovery of TOP1cc as an epigenomic signature in a broad swath of acute signal-dependent enhancer activation events uncovers a conceptually new dimension in the regulation of enhancer function in mammalian cells.

## Results

### TOP1cc is detected at signal-dependent active enhancers

An ideal system to explore any potential link between the actions of Top1 at enhancers and signal-dependent enhancer activation is afforded by E_2_-caused rapid assembly of a megadalton-sized enhancer complex (MegaTrans complex), on robustly activated estrogen receptor alpha (ERα)-bound MegaTrans enhancers, controlling E_2_-regulated transcriptional programs^24–26^. To avoid formaldehyde fixation-induced high artificial formation of poly ADP-ribose^17^, which is involved in the formation and release of TOP1cc^18^, we employed CUT&RUN assays to uncover the genomic landscape of the TOP1cc by utilizing a monoclonal antibody with specificity for TOP1cc. We found 18,308 TOP1cc-enriched regions in E_2_ (1 h)-treated human breast cancer MCF7 cells, of which 55.9% were localized to intronic and intergenic regions and around 31.6% were localized at promoters (Fig. 1a). Indeed, TOP1cc was associated strongly with active enhancers, as measured by H3K27Ac and H3K4me2, but not with condensed chromatin, as identified by H3K9me3 (Fig. 1b,c). To verify the authenticity of the TOP1cc detected in the genome, the requirement for enzymatically active Top1 was tested by employing CRISPR interference (CRISPRi; dCas9 fused with KRAB protein)^27^ to suppress the endogenous *Top1* gene promoter in MCF7 cells expressing tetracycline-inducible wild type (wt) or the catalytically dead mutant (Y723F)^16,28,29^ Top1 (Fig. 1d). Our results showed that the appearance of TOP1cc was strikingly diminished in Top1-Y723F-expressing cells (Fig. 1e), confirming the authenticity of the TOP1cc loci detected in the genome.

**Fig. 1:**
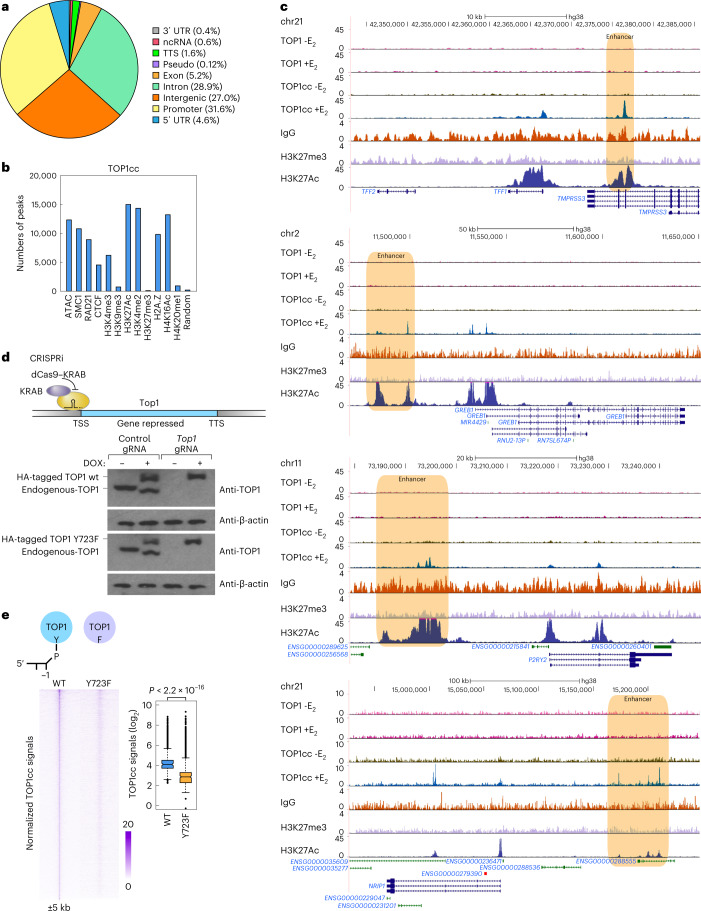
TOP1cc is presented at signal-induced active enhancers. **a**, Pie chart shows the genome-wide distribution of TOP1cc CUT&RUN signals in E_2_-treated MCF7 cells. **b**, Numbers of TOP1cc-enriched regions at ATAC–seq peaks, ChIP–seq peaks of enhancer-related marks (H3K4me2 and H3K27Ac), additional chromatin marks at accessible regions (H3K4me3, H4K16Ac, H2A.Z, SMC1, RAD21 and CTCF), chromatin silencing marks (H4K20me1, H3K27me3 and H3K9me3) and 179,220 random selected genomic regions in E_2_-treated MCF7 cells. **c**, Genomic browser images show the TOP1cc CUT&RUN signals, Top1 and H3K27Ac ChIP–seq signals at selected gene loci. IgG and H3K27me3 CUT&RUN signals are serving as the experimental controls for the CUT&RUN assays. Enhancers are highlighted with light-brown boxes. **d**, Western blots show the expression of BLRP-tagged wt and Y723F enzymatic dead mutant Top1 in MCF7 cells. Endogenous Top1 was inhibited with dCas9-KRAB, and wt and Y723F enzymatic dead mutant Top1 were expressed using DOX; three biological replicates. **e**, TOP1cc signals (*n* = 18,308) in E_2_-treated BLRP-tagged wt- and enzymatic dead mutant Top1-Y723F-expressing MCF7 cells detected by CUT&RUN assays are shown with heatmaps. An additional 5 kb from the center of the peaks is shown, and the color scale shows the normalized tag numbers. Center lines show the medians, box limits indicate the 25th and 75th percentiles and whiskers extend 1.5× the interquartile range from the 25th and 75th percentiles. *P* value generated from unpaired two-tailed *t*-test denotes statistical differences between wt and Y723F conditions. Uncropped images for **d** and data for graphs in **b** are available as Source data. Source data

This approach affords a dramatic improvement in detection of the specific TOP1cc actions compared with previous TOP1–seq approaches^30^, which, for example, in human colon cancer HCT116 cells, detected only 508 peaks of Top1-dependent single-stranded DNA nicks in the genome. We also compared TOP1cc signals with traditional ChIP–seq data targeting Top1 in human prostate cancer LNCAP cells (Extended Data Fig. 1a) and found that, although 62.3% TOP1cc proved to locate with Top1-enriched regions (Extended Data Fig. 1b–d), TOP1cc could be detected at only around 14.1% of the Top1-enriched regions detected with ChIP–seq^29^, which might reflect assay noise due to the formaldehyde fixation^17^.

### Top1 is required for acute transcriptional activation

To explore the function of TOP1cc at active enhancers, we found that bromodomain-containing protein 4 (BRD4), a well-known transcriptional activator^31^, was correlated strongly and positively with TOP1cc at the enhancers in E_2_-treated MCF7 cells (Extended Data Fig. 2a,b). We thus employed hypergeometric optimization of motif enrichment (HOMER)^4^ to investigate motifs enriched at enhancers marked with TOP1cc in E_2_-treated MCF7 cells, finding estrogen response elements (ERE), Forkhead Box A1 (FOXA1) and Grainyhead-like protein 2 (GRHL2) motifs were highly represented (Fig. 2a), all of which are enriched in ERα transcriptionally activated enhancers^32,33^. Strikingly, ERα was detected in 68.5% of TOP1cc-enriched enhancers in E_2_-treated MCF7 cells by ChIP–seq (Fig. 2b and Extended Data Fig. 2c), and TOP1cc signals were increased (Extended Data Fig. 2d) following the induction of ERα signals (Extended Data Fig. 2e) at TOP1cc-enriched, robustly active MegaTrans enhancers, indicating that the recruitment of ERα to these signal-dependent active enhancers might promote the formation of TOP1cc.

**Fig. 2:**
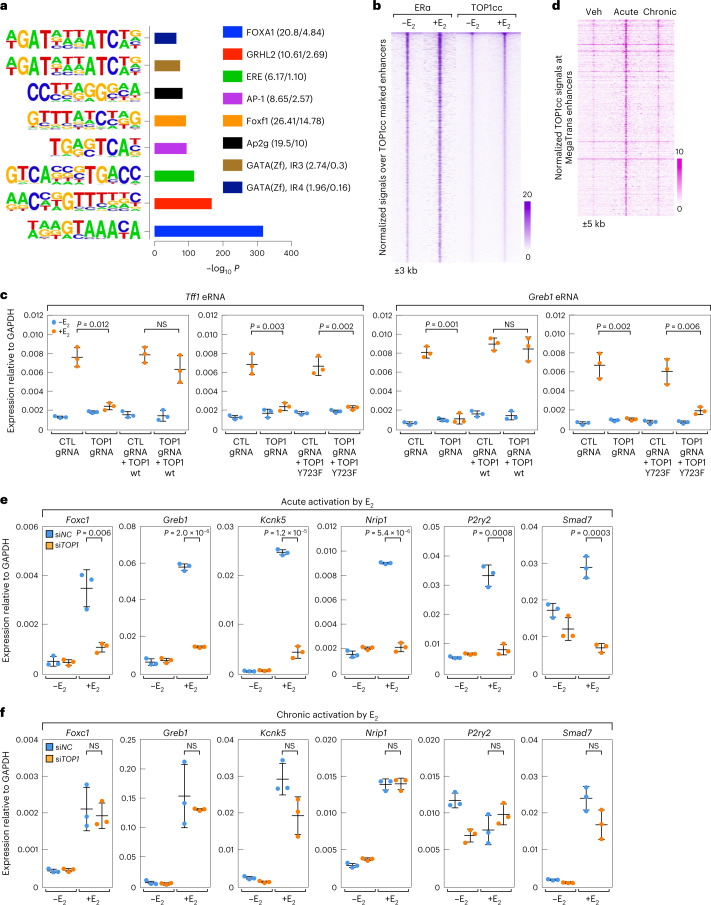
TOP1cc is required for signal-dependent acutely enhancer activation. **a**, Motifs for sequences within 200 bp of the summit of the TOP1cc peaks at the enhancers in E_2_-treated MCF7 cells are presented by bar graph. *P* values generated from two-tailed binomial test denote statistical differences between the target and background sequences for enrichment. **b**, ERα ChIP–seq signals and TOP1cc CUT&RUN signals and at the enhancers in MCF7 cells are shown with heatmaps. Additional 3 kb from the center of the peaks are shown. **c**, RT–qPCR results show that the transcriptional activation of *Tff1* and *Greb1* enhancers could be recused by DOX-induced expression of wt Top1, but not enzymatic dead mutant Top1Y723F. **d**, Heatmaps show TOP1cc CUT&RUN signals at MegaTrans enhancers upon Veh (-E_2_), acute (1 h) and chronic (around 14 h) E_2_ treatment. An additional 5 kb from the center of the peaks is shown, and the color scale shows the normalized tag numbers. **e**, RT–PCR shows that Top1 is required for the acute activation of E_2_-induced transcriptional programs. **f**, RT–qPCR results show that the chronical activation of MegaTrans enhancers cognate target genes is not Top1-dependent. For **c**, **e** and **f**, data are shown as mean ± s.d. (*n* = 3 (three independent biological replicates), two-tailed Student’s *t*-test); NS, nonstatistically significant. Raw data for graphs in **c**, **e** and **f** are available as Source data. Source data

Further, we found that knockdown of *Top1* (Extended Data Fig. 3a) impaired the E_2_-dependent eRNA transcription at TOP1cc-enriched, robustly active MegaTrans enhancers (Extended Data Fig. 3b,c). In contrast, enhancers at which TOP1cc were not enriched were minimally impaired by *Top1* knockdown (Extended Data Fig. 3d). Validating the importance of TOP1cc for signal-dependent enhancer activation, we found that the robustly E_2_-activated *Tff1* and *Greb1* enhancers could be rescued in Top1 wt, but not by the catalytically dead Top1-Y723F-expressing cells (Fig. 2c).

We next asked whether TOP1cc is also required for the chronic activation of the ERα-marked active enhancers, characterized by similar ERα binding but less robust eRNA transcription^13^. We found that TOP1cc was, at best, minimally detected at the MegaTrans enhancers following chronic (around 14 h) E_2_ stimulation (Fig. 2d and Extended Data Fig. 4a–d). In concert with these findings, the acute E_2_-dependent activation of the cognate target genes of the MegaTrans enhancers was inhibited by *Top1* knockdown (Fig. 2e), while the activation of these cognate target genes following chronic E_2_ treatment was not impaired (Fig. 2f). Lastly, because of the role of eRNA in the assembly and physical properties of MegaTrans enhancer condensates^12,13^, we found that the eRNA expression level at the TOP1cc-enriched, acutely activated MegaTrans enhancers was also much higher than that of non-TOP1cc-enriched MegaTrans enhancers (Extended Data Fig. 4e,f), consistent with the coordinate role of acutely activated eRNAs and ERα in promoting the transient formation of the TOP1cc at MegaTrans enhancers.

### Ku70 is tethered to TOP1cc-enriched active enhancers

To explore the mechanisms underlying TOP1cc-mediated transcriptional activation, proteins interacting with Top1 were identified by reversible crosslink immunoprecipitation (ReCLIP)^34^ and mass spectrometry (MS). We found that the components of the nonhomologous end joining (NHEJ) pathway such as catalytic subunit of DNA protein kinase (DNA-PKcs), paralogues of XRCC4 and XLF (PAXX), Ku70 and Ku80 were the main interactants that increased in E_2_-treated MCF7 cells (Fig. 3a and Supplementary Tables 1–3), and the reciprocal immunoprecipitation (IP) confirmed that these components interact with Top1 (Fig. 3b).

**Fig. 3:**
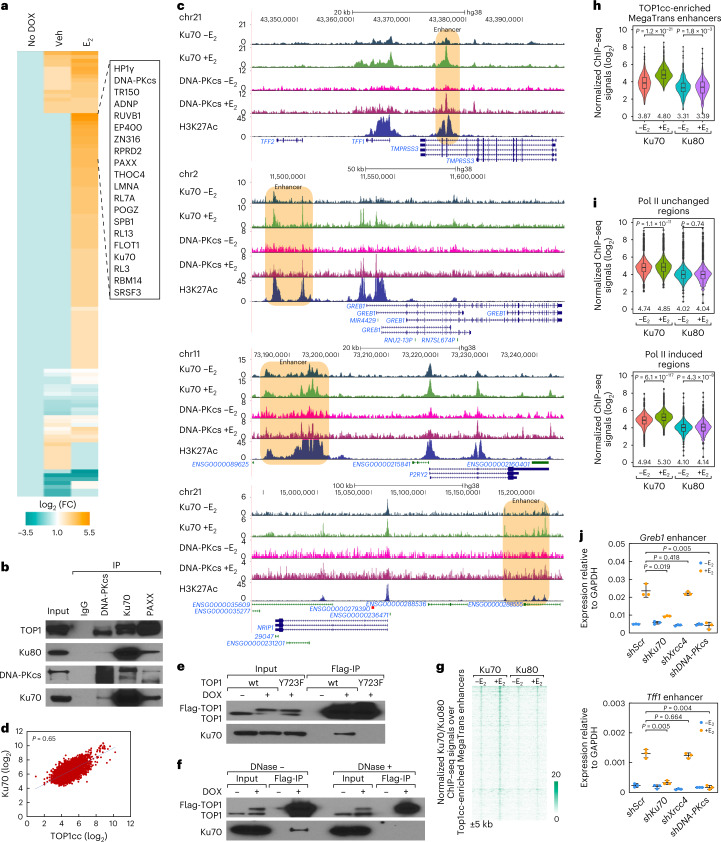
Ku70 functions as the ‘reader’ Top1-DN at acutely activated enhancers in E_2_-treated MCF7 cells. **a**, ReCLIP assays show that the components of NHEJ complexes such as DNA-PKcs, Ku70, PAXX and HP1γ interact with TOP1 in MCF7 cells. **b**, Interactions between DNA-PKcs, Ku70, PAXX and TOP1. **c**, Genomic browsers show DNA-PKcs (GSE60270)^24^, Ku70 and H3K27Ac ChIP–seq signals at selected gene loci. Enhancers are highlighted with light-brown boxes. **d**, Scatter plots showing the correlation between TOP1cc CUT&RUN signals and Ku70 ChIP–seq signals. Pearson correlation coefficient is indicated by *P* value. **e**, The interaction between Ku70 with TOP1 and TOP1Y723F are shown. **f**, The interaction between Ku70 with TOP1 are shown with coimmunoprecipitation. **g**, Heatmaps show Ku70 and Ku80 ChIP–seq signals at MegaTrans enhancers treatment. An additional 5 kb from the center of the peaks is shown, and the color scale shows the normalized tag numbers. **h**, Violin plots show normalized Ku70 and Ku80 ChIP–seq tags (log_2_) at TOP1cc-enriched MegaTrans enhancers (*n* = 481). **i**, Violin plots show normalized Ku70 and Ku80 ChIP–seq tags (log_2_) at Pol II unchanged genomic regions (*n* = 3,466) and E_2_-dependent Pol II increased genomic regions (*n* = 3,907). **j**, RT–qPCR results show that the E_2_-dependent transcriptional activation of *Greb1* and *Tff1* enhancer RNAs are impaired. Data are shown as mean ± s.d. (*n* = 3 (three independent biological replicates), two-tailed Student’s *t*-test). For **h** and **i**, center lines show the medians, box limits indicate the 25th and 75th percentiles and whiskers extend 1.5× the interquartile range from the 25th and 75th percentiles. *P* values generated from unpaired two-tailed *t*-test denote statistical differences between –E_2_ and +E_2_ conditions, and the median value of normalized Pol II ChIP–seq tags (log_2_) are listed under the boxplots. Uncropped images for **b**, **e** and **f** and data for graphs in **j** are available as Source data. Source data

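MCF7 cells, a breast cancer line with estrogen receptor α (ERα), were treated for 1 h with 100 nM 17β-estradiol (E_2_) or with ethanol vehicle. DNA bound by Ku70, or by Ku80, its partner at double-strand breaks, was recovered with an antibody and sequenced (ChIP–seq). Deposited peak lists covered 2 Ku70 libraries with E_2_, from experiments 1 and 3, and 3 Ku70 libraries with vehicle, from experiments 1, 2 and 3. Ku80 had 1 library with E_2_ and 1 with vehicle, both from experiment 3, so its values have no replicate. The Ku70 libraries held 16.0 M and 29.9 M tags (mapped reads, M for mega) with E_2_ and 13.9, 14.2 and 23.5 M with vehicle. The Ku80 libraries held 19.1 M tags with E_2_ and 32.5 M with vehicle. The authors aligned the reads to human genome build GRCh38 with Bowtie 2 and called peaks with HOMER in each library by itself, without a control library. A deposited peak had to pass a false discovery rate of 0.001 and to hold 4-fold more tags than the surrounding 10 kb. The deposited score is the same for every peak, so the presence of a peak was compared between libraries, not its height. From these lists, the peaks on chromosomes 1 to 22 and X were counted and compared on the log_2_ scale. Peaks that shared at least 1 bp were merged into regions across the libraries compared. A region was gained where every E_2_ library and no vehicle library had a peak, lost in the reverse case, and shared where both conditions had a peak. Each region was assigned to the nearest start site of a protein-coding gene within 200 kb, and a distal region lay at least 3 kb from any start site. Genes with a gained region were counted in 13 gene lists and set against 10000 random lists matched on regions per gene, with a one-sided p adjusted by the Benjamini–Hochberg method. Binding motifs of 8 factors were searched within 100 bp of region centres and compared between gained and shared regions. The p values of gene lists and motifs, here and below, rest on counts of genes or regions and hold no spread between libraries. DNA-PKcs, TOP1cc and the list of MegaTrans enhancers were not analysed here.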

We then investigated the genomic landscape of the DNA-PKcs, Ku70 and Ku80 by ChIP–seq experiments. Both DNA-PKCs and Ku70 were induced at TOP1cc-enriched enhancers in response to E_2_ treatment (Fig. 3c). Furthermore, the recruitment of Ku70 was correlated positively with TOP1cc at the TOP1cc-enriched MegaTrans enhancers (Fig. 3d). 

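Ku70 appeared near genes of the estrogen response after 1 h of E_2_, and some of the new Ku70 regions, though none of those at these genes, held a full estrogen response element. Of 38 estrogen-response genes, 12 had a gained Ku70 region, against 4.30 in matched random lists (one-sided p adjusted over 13 lists = 0.0052). They include GREB1, an estrogen-induced gene of breast cancer cells, NRIP1, a nuclear receptor corepressor, XBP1, a transcription factor of the unfolded protein response, and RARA, the retinoic acid receptor α. The other members were CA12, CXCL12, IGF1R, IGFBP4, NHERF1, P2RY2, RAB31 and RET. The full estrogen response element, the palindrome that ERα binds, stood in 26 of 979 gained regions (2.66%) and in 20 of 24222 shared regions (0.0826%). This is an odds ratio of 33.0 (two-sided Fisher's exact test, p adjusted over 8 motifs = 3.26e-24). The 2 sets are unlike, which limits this odds ratio. Gained regions were called in both E_2_ libraries, while 17288 of the shared regions were called in experiment 3 alone. None of the 14 gained regions assigned to the 12 genes holds the element.
GREB1 (ENSG00000196208.14) lies on chromosome 2 of GRCh38 from 11482341 to 11642788. Its gained region, from 11539595 to 11539816, lies in an intron, 137 bp from the nearest annotated start site, and was called in 2 of 2 E_2_ libraries and 0 of 3 vehicle libraries. Another intronic Ku70 region of GREB1, from 11532472 to 11532692, was called in 1 E_2_ library and in no vehicle library, and holds the element GGTCATTCTGACC from 11532534 to 11532546. The gained region assigned to NRIP1 lies on chromosome 21 from 15173090 to 15173322, between genes and 107391 bp from its start site. That of P2RY2, a nucleotide receptor, lies on chromosome 11 from 73194587 to 73194949, 23513 bp from the start site, and that of XBP1 on chromosome 22 from 28813754 to 28814043. Beside the gained region of P2RY2, a Ku70 region from 73193996 to 73194224 was called in 2 of 3 vehicle libraries and 0 of 2 E_2_ libraries. CA12, a carbonic anhydrase, had 2 gained regions, 1 of them in an untranslated exon on chromosome 15 from 63381686 to 63381945. At TFF1, an estrogen-induced secreted peptide, the Ku70 region from 42376305 to 42376639 on chromosome 21, over an exon of the neighbouring TMPRSS3, was called in 2 of 2 E_2_ libraries and 1 of 3 vehicle libraries. The CTCF motif was rarer in gained than in shared regions (3.88% against 5.93%, odds ratio 0.641, adjusted p = 0.0263 from the same Fisher's exact test). The same limit of the shared regions holds for this odds ratio. Distal regions made up 58.2% of the gained and 56.4% of the shared Ku70 regions.
Over all sites, the E_2_ libraries held 8757 and 42528 Ku70 peaks and the vehicle libraries 1882, 929 and 31162, a difference of 2.35 between the means on the log_2_ scale (5.09-fold). Ku70 peaks were higher in number with E_2_ in both experiments that had both conditions, but the difference did not pass an exact permutation test (two-sided p = 0.3, where 2 libraries against 3 allow no p under 0.1). Without E_2_ replicate 3 the difference was 1.21, without vehicle replicate 2 it was 1.33 and without vehicle replicate 3 it was 3.87. The 979 gained regions stood beside 1 lost region, and both counts rest on single libraries of unequal length: gained regions numbered 2586 without E_2_ replicate 3, 18847 without E_2_ replicate 1 and 5255 without vehicle replicate 3. A gained region needs 2 calls and a lost one 3, which favours gained regions in part. Any left-out library makes a gained region easier to call. When replicate 3 of both conditions was set against the other 3 libraries, 17288 regions were gained, so the lists differ more by experiment than by treatment. With every list shortened to the length of the shortest in file order, a choice made after the data were seen, 55 regions were gained and 3 lost.

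**Figure D1:**
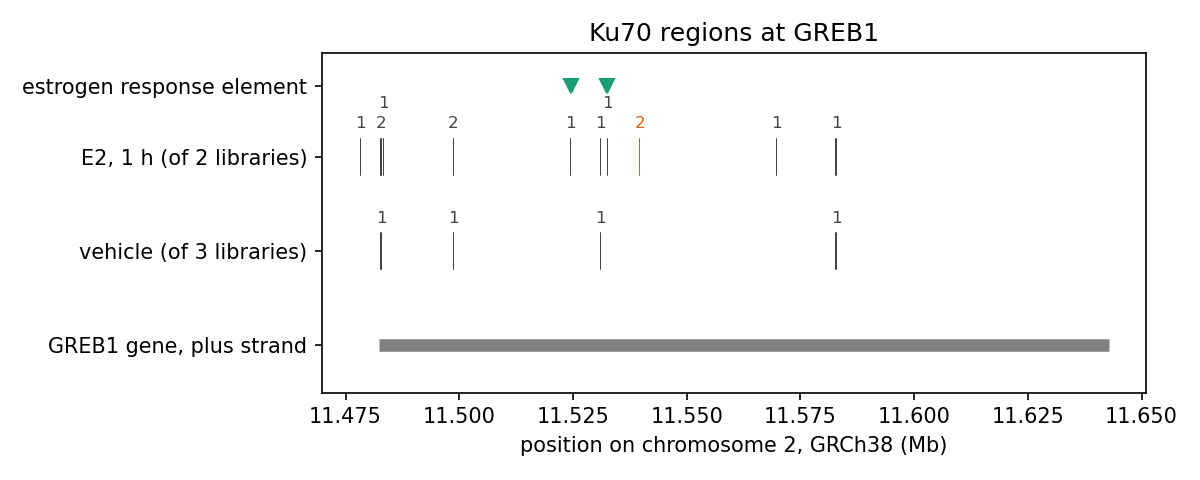
Ku70 regions at GREB1 by position on chromosome 2 (Mb, GRCh38). Vertical marks are regions called with E_2_ (upper) or vehicle (lower), the numbers above them count the libraries with a peak, the orange region is the gained one from 11539595 to 11539816, and triangles mark the full estrogen response elements, among them the one at 11532534.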

We next tested whether TOP1cc could function as the molecular signature that could be ‘read’ by Ku70, finding that both the Top1-dependent DNA nicking (Top1-DN) activities, which is abolished by the TOP1-Y723F mutant, and the presence of DNA were required for the interaction between Top1 and Ku70 by IP (Fig. 3e,f), suggesting that Ku70 is recruited to TOP1cc-enriched genomic regions resulting from Top1-induced single-strand DNA nicking at enhancers upon acute signal stimulation.

In contrast, Ku80, which is required for double-strand DNA damage repair by forming a heterodimer with Ku70 (ref. ^35^), was not at all, or only minimally, increased following the induction of TOP1cc signals at these TOP1cc-enriched MegaTrans enhancers (Fig. 3g,h). 

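Ku80 peaks were fewer with E_2_ than with vehicle in the experiment where Ku70 peaks were more. The Ku80 library with E_2_ held 10752 peaks and the one with vehicle 14983, a log_2_ difference of −0.48. Its 95% interval, −0.51 to −0.44, covers the error of counting peaks only, since there is no replicate. Ku70 in experiment 3 differed by 0.45 in the other direction.
Around the loci named in the paper, Ku80 differed from gene to gene. At GREB1, the Ku80 library with E_2_ had 1 peak and the one with vehicle 2, and the region from 11539265 to 11540067, where Ku70 was gained, had a Ku80 peak with vehicle alone. At TFF1, the region over the TMPRSS3 exon, merged over all lists from 42376223 to 42376762, had a Ku80 peak with E_2_ alone. NRIP1 had no Ku80 peak with E_2_ and 1 with vehicle. Ku80 called 5865 regions with E_2_ alone, 10096 with vehicle alone and 4887 with both. Regions with E_2_ alone were assigned to 20 of 38 estrogen-response genes, among them MYC and XBP1 with 3 such regions each, against 16.2 in random lists, the 94.3 percentile of those lists. Histone genes (95.5) and p53 targets (94.7) ranked higher, so estrogen genes do not stand apart. In the regions with E_2_ alone, the motif of FOXA, a pioneer factor of luminal breast cells, was more frequent than in the regions of both libraries (7.31% against 4.75%, odds ratio 1.58, Fisher's exact test, adjusted p = 1.20e-07). The motifs of GATA (odds ratio 1.37) and AP1 (1.32) passed as more frequent too, and AP2 as less frequent (0.633). The full estrogen response element stood in 15 of 5865 regions with E_2_ alone and in 5 of 4887 of both libraries. This odds ratio of 2.50 did not pass. Among all Ku80 peaks, 21 (0.195%) held the element with E_2_ and 4 (0.0267%) with vehicle. The motif tests compare the 2 libraries, not the conditions. The vehicle library also held more tags, and the log_2_ difference was −0.21 for the share of tags that lay in peaks, a measure chosen after the data were seen. From the need for Top1 nicking activity and for DNA in the binding of Ku70 to Top1, the paper proposes that Ku70 is recruited where Top1 has nicked 1 DNA strand at enhancers.

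**Figure D2:**
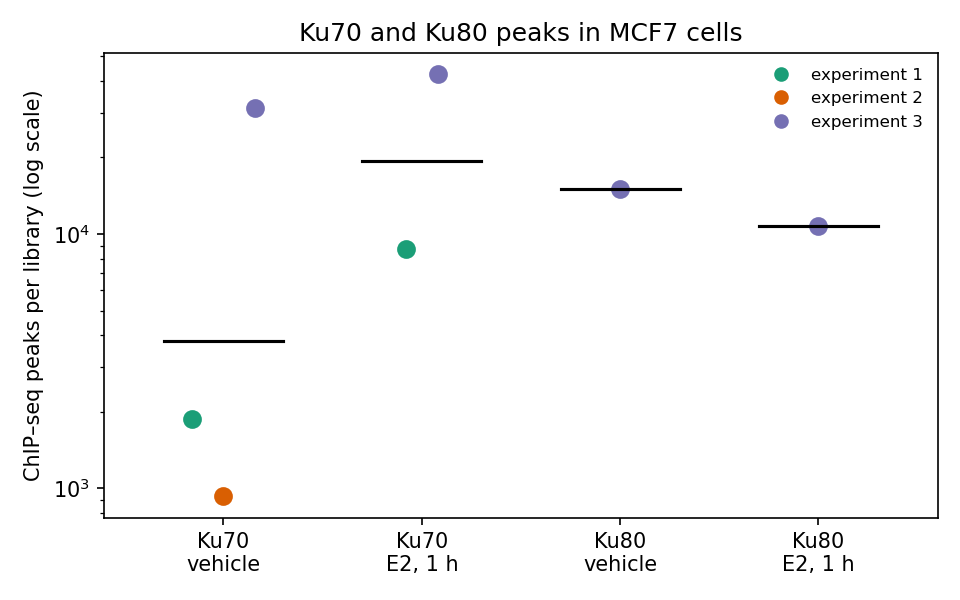
Peaks per library (log scale) of Ku70 and Ku80 in MCF7 cells with vehicle or E_2_ for 1 h. Points are libraries coloured by experiment and lines are geometric means; in experiment 3 the Ku80 point with E_2_ (10752) lies below the one with vehicle (14983).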

Interestingly, in genomic regions that were cobound with Ku70 and Ku80, and without any transcriptional activation as indicated by diminished RNA Pol II induction upon E_2_ stimulation, Ku70 was not induced; in contrast, in regions cobound with Ku70, Ku80 and exhibiting Pol II induction, Ku70 was induced upon acute E_2_ stimulation (Fig. 3i). Finally, while the DNA damage sensor proteins including DNA-PKcs and Ku70 were required for the transcriptional activation of E_2_-regulated enhancers, such as the *Greb1* and *Tff1* enhancers, knockdown of DNA damage repair proteins, such as XRCC4, was not required (Fig. 3j and Extended Data Fig. 5), confirming the role of the classic DNA damage sensor protein Ku70, in TOP1cc-induced acute transcriptional regulation at signal-dependent active enhancers.

### HP1γ and Med26 are recruited to facilitate transcription

To explore how the classic DNA damage sensor protein^36^, Ku70, can induce transcriptional activation at enhancers, and noting that HP1γ, one of the main factors pulled down by TOP1cc, has been reported to be tethered to euchromatin by Ku70 (ref. ^37^), we tested the possibility that Ku70 functions to assemble the phosphorylated HP1γ on TOP1cc-enriched enhancers. 

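HP1γ, a heterochromatin protein encoded by CBX3, was mapped by ChIP–seq in MCF7 cells that received E_2_ for 1 h or vehicle. Cells without small interfering RNA (siRNA) gave 3 libraries with E_2_ and 3 with vehicle, from experiments 2, 3 and 4. Cells with an siRNA against Ku70 (siKu70) or a control siRNA (siNC) gave 2 libraries each with E_2_ and 2 each with vehicle, from experiments 5 and 6. Without siRNA, the libraries held 16.4 to 21.5 M tags with E_2_ (median 17.9) and 14.7 to 24.4 M with vehicle (median 24.0). With E_2_, the siKu70 libraries held 34.0 and 20.4 M tags and the siNC libraries 13.4 and 22.4 M. With vehicle, the siKu70 libraries held 15.6 and 13.4 M and the siNC libraries 18.4 and 27.4 M. The authors called the peaks of each library as for Ku70, and gained, lost and shared regions were defined in the same way. An HP1γ region with E_2_ was a merged region called in at least 2 of the 3 E_2_ libraries, and a Ku70 region with E_2_ was one called in both of its E_2_ libraries. The overlap between them, of at least 1 bp, was compared with 100 shuffles of the HP1γ regions within their chromosomes. For each siRNA library, the share of the HP1γ regions that it overlapped was taken, since these regions come from other libraries. HP1γ under siTop1, H3K9me3 and Pol II were not analysed here.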

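Many HP1γ sites of E_2_-treated MCF7 cells also held Ku70. Of 8984 HP1γ regions, 3467 (38.6%) overlapped 1 of 6620 Ku70 regions, and 52.3% of the Ku70 regions overlapped an HP1γ region. HP1γ regions shuffled over whole chromosomes, which ignores that peaks gather in open chromatin, gave a mean overlap of 0.179% and at most 0.289%. Among single libraries, Ku70 overlapped 43.3% and 82.9% of the HP1γ regions with E_2_, and 11.9%, 6.95% and 77.0% with vehicle. Ku80 with vehicle overlapped 56.1%, Ku70 with vehicle in LNCaP prostate cancer cells 36.2% and 51.1%, and GATA3, a luminal transcription factor, 15.5% to 22.5%. Overlap was thus also seen without E_2_ and for lists other than Ku70 of MCF7 cells. These shares depend on list length as well: the Ku70 lists of MCF7 cells with vehicle held 929 to 31162 peaks. The overlap was 43.6% for HP1γ regions within 3 kb of a start site and 32.5% for distal ones, which made up 45.2% of the HP1γ regions.
The loci named in the paper show both cases. Near FOXC1, a forkhead transcription factor, the region from 1641197 to 1641842 on chromosome 6 had a peak in 3 of 3 HP1γ and 2 of 2 Ku70 libraries with E_2_. At P2RY2, the region over the start site, from 73218013 to 73218824 on chromosome 11, had a peak in 2 of 3 HP1γ libraries and in both Ku70 libraries. At the start site of KCNK5, a potassium channel, the region from 39229070 to 39229908 on chromosome 6 had a peak in 3 of 3 HP1γ libraries but in 1 of 2 Ku70 libraries. At GREB1, the regions from 11498532 to 11498894 and from 11539265 to 11540067 had a Ku70 peak in both libraries and an HP1γ peak in 1 of 3. Taken 1 library at a time, between 27.7% and 29.0% of HP1γ peaks overlapped a Ku70 region (SD 0.738 percentage points, n = 3). The share depends on how many libraries must call a region: it was 67.9% for regions of at least 1 library and 82.9% without Ku70 replicate 1.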

Strikingly, our data indicated that HP1γ localization was highly correlated with the genomic landscape of TOP1cc and Ku70 (Fig. 4a). Moreover, HP1γ was induced at Ku70 and TOP1cc-enriched MegaTrans enhancers upon E_2_ treatment, but not at other active enhancers (Fig. 4b). 

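HP1γ peaks were more numerous after 1 h of E_2_ than with vehicle in 3 of 3 experiments. The E_2_ libraries held 12018 ± 2055 peaks (SD, n = 3) and the vehicle libraries 6256 ± 559 (SD, n = 3), a log_2_ difference of 0.93 (1.91-fold). At 548 regions HP1γ was gained, and at 15 it was lost. Gained regions lay near FOXC1 and near MYC, the proto-oncogene, but the estrogen-response list as a whole had no more of them than random lists.
The gained region at FOXC1 (ENSG00000054598.9) lies on chromosome 6 from 1641255 to 1641693, in an intron of GMDS and 31559 bp from the start site. That of MYC (ENSG00000136997.22) lies on chromosome 8 from 127668687 to 127669192, between genes. These were 2 of 38 estrogen-response genes, against 2.27 in random lists (one-sided permutation, adjusted p = 1). Of 36 NFκB target genes, TNFAIP3, ICAM1 and CD83 had a gained region, against 1.14 in random lists (same permutation, adjusted p = 1). NTMT1, an N-terminal methyltransferase, had the most gained regions, 3, and CALCOCO1, DNAJB6 and FAM53A had 2 each. At the TFF1 enhancer, from 42376223 to 42376762 on chromosome 21, HP1γ was called in 1 of 3 E_2_ libraries and 2 of 3 vehicle libraries. Distal regions made up 40.7% of the gained and 46.1% of the shared HP1γ regions. Of the gained regions, 143 (26.1%) overlapped a Ku70 region with E_2_ and 11 (2.01%) a gained Ku70 region. The FOXA motif was rarer in gained than in shared regions (3.28% against 6.87%, odds ratio 0.460, Fisher's exact test, adjusted p = 0.0044). The full estrogen response element stood in 1 gained region, an odds ratio of 0.950 (Fisher's exact test, adjusted p = 1) that was 1.27 within 250 bp of the centre and 2.34 for distal gained regions, neither of which passed.
The difference in peak number gave p = 0.1 in a two-sided exact permutation test, the smallest that 3 libraries against 3 allow. The number of gained regions was 1271, 1134 and 1585 without E_2_ replicate 2, 3 and 4, and 837 and 1012 without vehicle replicate 3 and 4. With every list shortened to the shortest in file order, chosen after the data were seen, 100 regions were gained and 50 lost. The paper tests with these libraries the possibility that Ku70 assembles phosphorylated HP1γ on TOP1cc-enriched enhancers.

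**Figure D3:**
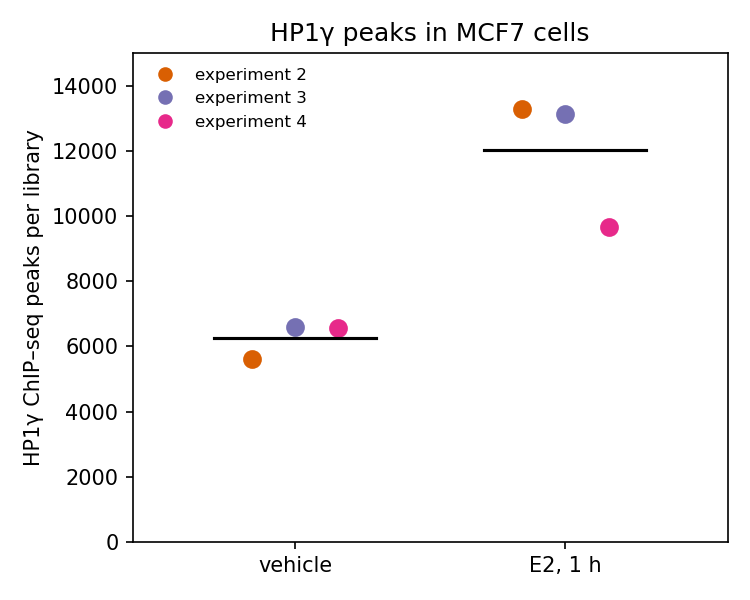
HP1γ peaks per library in MCF7 cells with vehicle or E_2_ for 1 h. Points are libraries coloured by experiment and lines are group means, 6256 with vehicle and 12018 with E_2_.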

The interactions between HP1γ with Ku70 and Top1 were detected upon E_2_ treatment by IP (Fig. 4c). 

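With siKu70, HP1γ peaks were fewer in E_2_-treated MCF7 cells than with siNC, in both experiments. The siKu70 libraries held 4686 and 4097 peaks and the siNC libraries 11005 and 8690, a log_2_ difference of −1.16 (2.23-fold fewer). The siKu70 libraries overlapped 30.7% ± 0.331 (SD, n = 2) of the HP1γ regions with E_2_, and the siNC libraries 54.5% ± 4.87 (SD, n = 2). HP1γ was lost at 1651 regions and gained at 96, and 40.7% of the lost regions were distal.
Lost regions were tested for an excess at estrogen-response genes, not for a deficit. Of the 38 genes, AREG, a ligand of the epidermal growth factor receptor, was the 1 with a lost region, against 6.27 in random lists (one-sided permutation for an excess, adjusted p = 1). None of the 7 estrogen loci named in the paper had a lost region. Near FOXC1, the region from 1641197 to 1641842 was called in 0 of 2 siKu70 and 1 of 2 siNC libraries with E_2_, and in 1 of 2 siNC libraries with vehicle. At the TFF1 enhancer, HP1γ was called in 1 of 2 libraries with either siRNA. Over all regions assigned to a gene, GREB1 had an HP1γ peak in 1 of 2 siKu70 and 2 of 2 siNC libraries, TFF1 and P2RY2 each in 2 of 2 siKu70 and 1 of 2 siNC libraries, and FOXC1 and NRIP1 in 1 of 2 with either siRNA. Of 8 motifs, 0 differed in frequency between lost and shared regions by Fisher's exact test after adjustment, and 1, GATA, did so at an unadjusted p of 0.0261 (odds ratio 1.24).
Both differences, in peak number and in overlap, gave p = 0.333 in two-sided exact permutation tests, the smallest that 2 libraries against 2 allow. With every list shortened to the length of the shortest, chosen after the data were seen, the overlap differed by −2.60 percentage points in place of −23.9 (exact permutation p = 0.667). That cut removes the difference in peak number, so this value compares the first 4097 peaks of each list and not the loss of peaks. The log_2_ ratio of gained to lost regions, −4.09, was −0.83 with the shortened lists, −0.52 without siKu70 replicate 6 and −1.37 without siKu70 replicate 5. With 1 siKu70 library a gained region needs 1 call and a lost one 2, so the rule itself can raise this ratio. With vehicle, compared after the data were seen, HP1γ peaks differed by −2.45 on the log_2_ scale between siKu70 (1851 and 272) and siNC. Fewer peaks with siKu70 were thus also seen without E_2_, but there the siKu70 libraries held fewer tags in both experiments. These were 15.6 against 18.4 M in experiment 5 and 13.4 against 27.4 M in experiment 6. With E_2_ they were 34.0 against 13.4 M and 20.4 against 22.4 M. The difference with vehicle was −0.64 in experiment 5 and −4.26 in experiment 6. Between E_2_ and vehicle, the difference was 2.63 with siKu70 (1.34 in experiment 5 and 3.91 in experiment 6) and 1.34 with siNC (1.93 and 0.74).

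**Figure D4:**
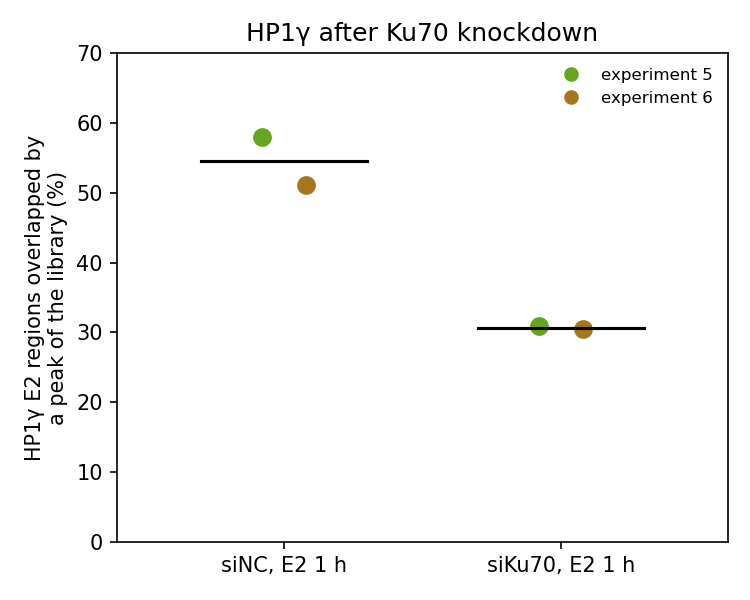
Share of the HP1γ regions with E_2_ (%) that a library overlapped, for siNC and siKu70 libraries with E_2_ for 1 h. Points are libraries coloured by experiment and lines are means, 54.5% with siNC and 30.7% with siKu70.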

Knockdown of *Ku70* greatly decreased the enrichment of HP1γ at the TOP1cc-enriched MegaTrans enhancers (Fig. 4d). Consistently, knockdown of *Top1* decreased the enrichment of HP1γ at those enhancers that exhibited TOP1cc and HP1γ colocalized/overlap by ChIP–seq experiments (Fig. 4e), as exemplified by the *Tff1* enhancer (Fig. 4f). In contrast, knockdown of *Top1* had little, or no, effect on the enrichment of HP1γ at the nonoverlapped regions (Fig. 4g).

**Fig. 4:**
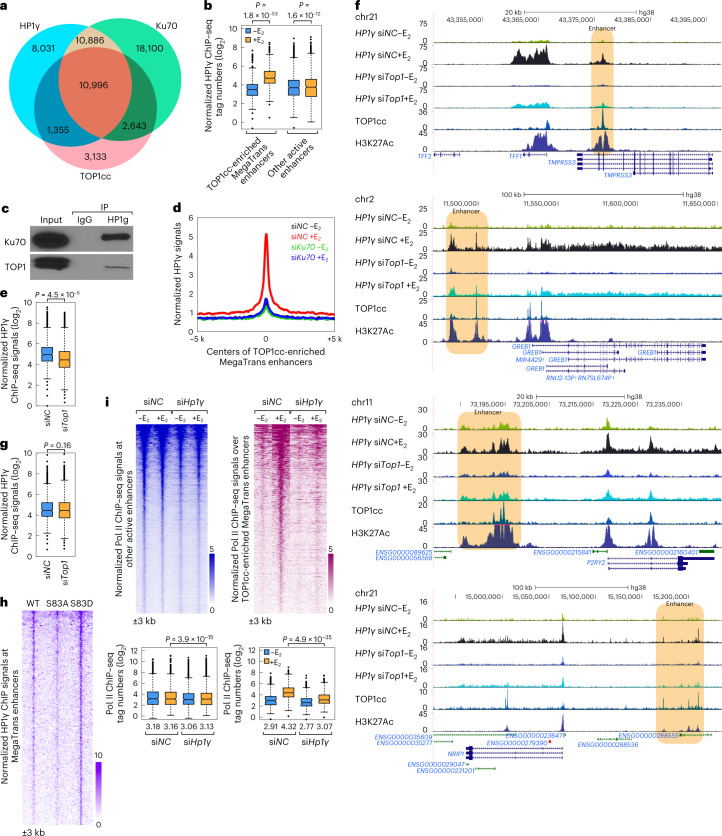
HP1γ is recruited to signal-dependent acutely activated enhancers by Ku70. **a**, Venn diagram illustrating the overlap between TOP1cc CUT&RUN signals, Ku70 and HP1γ ChIP–seq signals. **b**, Box-and-whisker plots show HP1γ tags (log_2_) at TOP1cc-enriched MegaTrans enhancers (*n* = 481) and other active enhancers (*n* = 3,533). *P* values denote statistical differences between –E_2_ and +E_2_ conditions. **c**, The interactions between Ku70 and HP1γ in E_2_-treated MCF7 cells are shown. **d**, Histogram plots show the HP1γ signals on TOP1cc-enriched MegaTrans enhancers. An additional 5 kb from the center of peaks are shown. **e**, Box-and-whisker plots show HP1γ tags (log_2_) at TOP1cc and HP1γ overlapped regions (*n* = 12,351). **f**, Genomic browser images show TOP1cc CUT&RUN signals, HP1γ and H3K27Ac ChIP–seq signals at selected gene loci. Enhancers are highlighted with light-brown boxes. **g**, Box-and-whisker plots show normalized HP1γ tags (log_2_) at non-TOP1cc-enriched HP1γ enriched regions (*n* = 18,960). For **e** and **g**, *P* values denote statistical differences between si*NC* and si*Top1* conditions. **h**, Heatmaps show the HP1γ signals at TOP1cc-enriched MegaTrans enhancers in E_2_-treated wt, HP1γS83A and HP1γS83D mutant MCF7 cells. An additional 3 kb from the center of the peaks is shown. **i**, Box-and-whisker plots and heatmaps show Pol II ChIP–seq signals at other active enhancers (*n* = 3,533) and TOP1cc-enriched MegaTrans enhancers (*n* = 481). *P* values denote statistical differences between si*NC* and si*Hp1γ*. The median values of normalized Pol II ChIP–seq tags (log_2_) are listed under the boxplots. An additional 3 kb from the center of peaks is shown, and the color scale shows the normalized tag numbers. For **b**, **e**, **g** and **i**, center lines show the medians, box limits indicate the 25th and 75th percentiles, whiskers extend 1.5× the interquartile range from the 25th and 75th percentiles and *P* values were generated from unpaired two-tailed *t*-test. Uncropped images for **c** are available as Source data. Source data

Indeed, minimal HP1γ binding was observed in regions harboring heterochromatin-associated lysine 9 trimethylated histone H3 (H3K9me3), which is the main marker directing the localization of HP1 family members in the genome (Extended Data Fig. 6a,b). The correlation between H3K9me3 and HP1γ at heterochromatin is high (Extended Data Fig. 6c), but the genome-wide correlation between H3K9me3 and HP1γ is quite low (Extended Data Fig. 6d), while the correlation between TOP1cc and HP1γ is high (Extended Data Fig. 6e), indicating the role of TOP1cc in tethering HP1γ to the euchromatin regions. Then, to confirm whether phosphorylation of HP1γ^37^ was important for the enrichment of HP1γ at enhancers, rescue experiments were performed. 

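MCF7 cells that carried HP1γ with serine 83 changed to alanine (S83A) or to a residue that mimics phosphoserine (S83D) were treated with E_2_ for 1 h. The mutant proteins were mapped by ChIP–seq with an antibody against a tag, not the one used for endogenous HP1γ. Each mutant had 2 libraries, from experiments 1 and 2, with 14.2 and 9.88 M tags for S83A and 14.2 and 15.2 M for S83D. No list of wild-type HP1γ made with that antibody was among the lists, so S83D was compared with S83A and not with wild type. The authors called peaks in each library by itself. Their overlap with the HP1γ regions of E_2_-treated cells was taken for each library, and gained regions were those called in both S83D libraries and in no S83A library.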

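HP1γ S83A was found at few of the sites where E_2_-treated MCF7 cells have HP1γ. Its libraries held 908 and 1418 peaks and overlapped 5.68% and 9.67% of the HP1γ regions with E_2_. At TFF1, no S83A library had a peak in the enhancer from 42376223 to 42376762 on chromosome 21, but 1 of 2 had a peak from 42360352 to 42360588, where no S83D library had one. GREB1 and NRIP1 had no S83A peak in either library, and the region near FOXC1 from 1641197 to 1641842 on chromosome 6 had none. P2RY2 had 1 S83A peak in each of the 2 libraries, at different sites. Of the S83A peaks, 54.9% ± 0.597 (SD, n = 2) were distal. The lists hold no wild-type library made with the same antibody, so these values have no wild-type value beside them.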

We found that mutation of Ser83 to alanine (S83A), which prevented the phosphorylation of HP1γ at Ser83, decreased HP1γ recruitment to enhancers. In contrast, mutation of Ser83 to the phosphomimic glutamine (S83D), resulted in increased HP1γ recruitment to the enhancers (Fig. 4h).

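HP1γ S83D was called at more sites than S83A, among them regions assigned to TFF1, GREB1, P2RY2 and FOXC1. The S83D libraries held 8374 and 1959 peaks, a log_2_ difference from S83A of 1.84 (3.57-fold), and were above S83A in both experiments. Of the 7 estrogen loci named in the paper, 4 had a region called in both S83D libraries and in no S83A library, against 0.986 in random lists (one-sided permutation, p adjusted over 13 lists = 0.065).
At TFF1 (ENSG00000160182.3), this region lies on chromosome 21 from 42376388 to 42376654, 9986 bp from the start site. At GREB1 it lies in an intron from 11531022 to 11531306 on chromosome 2. At P2RY2 it lies at the start site, from 73218210 to 73218549 on chromosome 11, and at FOXC1 from 1641253 to 1641566 on chromosome 6. Of the 38 estrogen-response genes, 7 had such a region, against 3.51 in random lists (same permutation, adjusted p = 0.286), with CCND1, the cyclin D1 gene, NHERF1 and RET beside the 4 loci. In all, 617 regions were called in both S83D and no S83A library and 10 in the reverse case. The GATA motif stood in 15.7% of the gained and 11.2% of the shared regions (odds ratio 1.48, Fisher's exact test, unadjusted p = 0.0087, adjusted p = 0.0693), and 0 of 8 motifs passed after adjustment. The S83D libraries overlapped 31.6% ± 24.9 (SD, n = 2) of the HP1γ regions with E_2_, 24.0 percentage points above S83A (7.67% ± 2.83, SD, n = 2).
Neither difference could pass a two-sided exact permutation test (p = 0.333 for both, the smallest for 2 against 2), and each rests on S83D replicate 1: without it they were 0.79 on the log_2_ scale and 6.38 percentage points, and without S83D replicate 2 they were 2.88 and 41.5. With every list shortened to the shortest, chosen after the data were seen, the overlap differed by 1.83 percentage points. Each list then held 908 peaks against 8984 HP1γ regions, so a difference of 24.0 points could not appear. The log_2_ ratio of gained to lost regions, 5.81, was 0.27 without S83A replicate 1 and 1.08 without S83A replicate 2. With 1 S83A library a lost region needs 1 call and a gained one 2, so the rule itself can lower this ratio. The paper sets the mutants side by side to ask whether phosphorylation of HP1γ matters for its enrichment at enhancers.

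**Figure D5:**
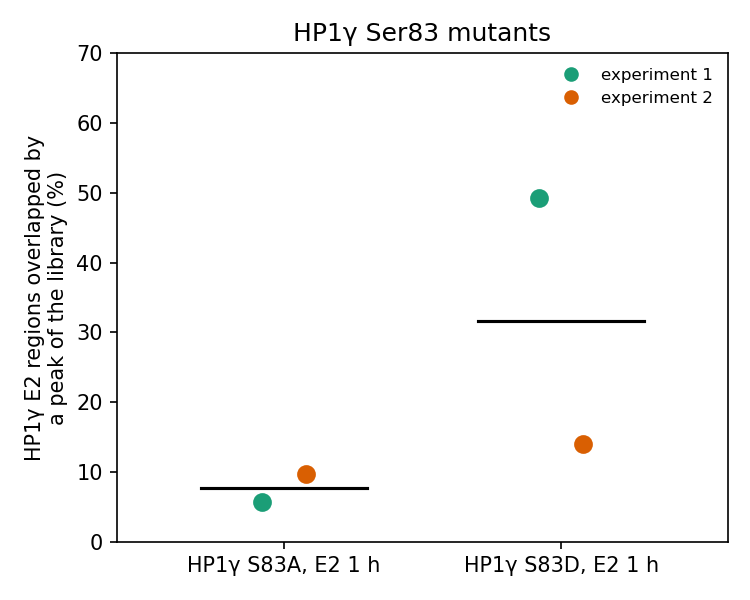
Share of the HP1γ regions with E_2_ (%) that a library overlapped, for HP1γ S83A and S83D after E_2_ for 1 h. Points are libraries coloured by experiment and lines are means; S83D replicate 1 lies at 49.2% and S83D replicate 2 at 14.1%.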

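GATA3, a transcription factor of luminal breast cells, was mapped by ChIP–seq in MCF7 cells with siRNA against Hp1γ (siHp1γ) or with siNC, after E_2_ for 1 h or vehicle. Each of the 4 conditions had 1 library, all from experiment 2, so no difference has a replicate. The libraries held 13.0 M tags (siHp1γ, E_2_), 11.8 M (siNC, E_2_), 11.8 M (siHp1γ, vehicle) and 8.62 M (siNC, vehicle). The sample labels name siHp1γ, as the paper does, but the headers of the same lists name an siRNA against Ku70, and the libraries are described here as labelled. The authors called peaks in each library by itself. Peaks called in 1 of the 2 libraries and those called in both were compared, and intervals and Fisher's tests cover the error of counting within these libraries only. Pol II, BRD4 and CBP were not analysed here.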

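In E_2_-treated MCF7 cells, the library labelled siHp1γ held about as many GATA3 peaks as the siNC library, but fewer of them at full estrogen response elements. It held 20208 peaks against 20125 with siNC, a log_2_ difference of 0.0059 (95% interval −0.022 to 0.034 from peak counts). At the full element, 200 GATA3 peaks (0.994%) were called with siNC and 131 (0.648%) in the library labelled siHp1γ. Of the siNC peaks, 72.0% were overlapped by a peak of the other library (95% exact binomial interval 71.3 to 72.6).
At FOXC1, NRIP1 and GREB1, which are among the estrogen loci named in the paper, losses and gains stood side by side. FOXC1 had 5 GATA3 peaks with siNC and 3 in the library labelled siHp1γ, with 3 regions lost and 1 gained. NRIP1 had 10 and 9 peaks, with 3 regions lost and 2 gained, and GREB1 had 7 and 6, with 2 lost and 1 gained. P2RY2 had 4 peaks in each, and TFF1 had 2 with siNC and 3 in the other library. The TFF1 enhancer over the TMPRSS3 exon had a GATA3 peak in all 4 libraries. Of 38 estrogen-response genes, 22 had a lost GATA3 region, against 22.3 in random lists, the 44.5 percentile.
In all, 5642 regions were lost and 5725 gained, with 14483 shared. The full estrogen response element was more frequent in lost than in shared regions (1.28% against 0.884%, odds ratio 1.45, Fisher's exact test, adjusted p = 0.0224) and less frequent in gained ones (0.157%, odds ratio 0.177). The NFκB motif passed as well, with a similar excess in lost regions (1.63% against 1.17%). The FOXA motif was less frequent in lost regions (21.3% against 28.4%, odds ratio 0.683, adjusted p = 2.22e-24 from the same exact test), but it was so in gained ones as well (20.9%, odds ratio 0.664). For the share of tags in peaks, chosen after the data were seen, the log_2_ difference was −0.22, and for the length covered by peaks −0.064.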

Assessing the function of the HP1γ in mediating the transcriptional activation at enhancers, we found that, whereas Pol II exhibited only modest changes at other active enhancers upon the depletion of the *Hp1γ*, Pol II and other coactivators including BRD4, CBP and GATA3 were decreased dramatically at TOP1cc-enriched MegaTrans enhancers (Fig. 4i and Extended Data Fig. 7). In exploring why HP1γ, a protein primarily associated with transcriptional silencing, was involved in the transcriptional activation at enhancers, we were cognizant of the fact that an alternative mediator subunit, Med26, harbors a canonical PXVXL motif at the extreme C-terminus that is sufficient to bind HP1γ^38^. Accordingly, we tested this possibility experimentally, finding that Med26 was highly recruited to the MegaTrans enhancers in response to E_2_, and that recruitment of Med26 was decreased by knockdown of *Hp1γ* (Extended Data Fig. 8). Further, knockdown of *Med26* strikingly impaired the Pol II enrichment at TOP1cc-enriched MegaTrans enhancers (Extended Data Fig. 9a,b), while Pol II exhibited only modest changes at other active enhancers (Extended Data Fig. 9c). We further ascertained that the knockdown of *Med26* decreased Ser2 phosphorylated Pol II (PolIISer2P) dramatically at TOP1cc-enriched, acute activated MegaTrans enhancers (Extended Data Fig. 9d), consistent with reports that Med26 is required for transcriptional elongation by promoting the phosphorylation of Pol II Ser2^39,40^.

### General requirement for TOP1cc–Ku70–HP1γ for transcription

Based on the discovery of TOP1cc–Ku70–HP1γ in E_2_-dependent enhancer activation, we investigated whether this strategy might represent a common or even general mechanism underlying acute signal-induced enhancer activation. We tested whether TOP1cc–Ku70–HP1γ are employed in other acute signal-induced transcriptional activation events, consequent to the induction of TOP1cc at their corresponding enhancers. 

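Tumor necrosis factor α (TNFα), a cytokine that activates the NFκB subunit p65, was given to MCF7 cells at 20 ng per ml for 1 h. HP1γ had 1 such library, from experiment 4, and Ku70 had 1, from experiment 2, so TNFα values have no replicate. They held 27.4 and 14.4 M tags and were compared with the vehicle library of the same experiment, and region by region with all 3 vehicle libraries of HP1γ or Ku70. LNCaP cells, a prostate cancer line with androgen receptor (AR), received 100 nM dihydrotestosterone (DHT) for 1 h or vehicle. HP1γ and Ku70 each had 2 LNCaP libraries with DHT and 2 with vehicle, from experiments 1 and 2. The HP1γ libraries held 22.0 and 30.7 M tags with DHT and 15.1 and 19.9 M with vehicle, and the Ku70 libraries 24.9 and 27.0 M with DHT and 17.1 and 48.3 M with vehicle. The authors called peaks in each library by itself. Gained regions were called in every treated library and in no vehicle library of the same protein and cell line. With a single treated library, gene lists were placed among random lists by percentile and Fisher's exact test on motifs compares these libraries, not the conditions. With DHT, p values of gene lists and motifs likewise count genes or regions and hold no spread between libraries. TOP1cc, p65 and AR were not analysed here.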

Strikingly, TOP1cc–Ku70–HP1γ were present at the acute TNFα-induced p65-bound active proinflammatory enhancers (Fig. 5a) and acute DHT-induced androgen receptor (AR)-bound active enhancers (Fig. 5b), wherein induction of the target genes mediated by the acute treatment of the TNFα or DHT was, in each case, diminished by the knockdown of the *Top1*, *Ku70* or *Hp1γ* (Fig. 5c).

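After 1 h of TNFα, HP1γ and Ku70 were called near NFκB target genes at sites without a peak in any vehicle library. Some of these sites hold the NFκB motif. HP1γ was gained at the start sites of TNFAIP3, an inhibitor of NFκB, BIRC3, an inhibitor of apoptosis, and CXCL3, a chemokine. Ku70 was gained near ICAM1, an adhesion molecule, at CXCL2, another chemokine, and inside TNFAIP3. HP1γ had 9469 peaks with TNFα and 6567 with vehicle in experiment 4, a log_2_ difference of 0.53 (95% interval 0.48 to 0.57 from peak counts). Ku70 had 10457 with TNFα and 929 with vehicle in experiment 2, a difference of 3.49 (3.40 to 3.59).
At TNFAIP3 (ENSG00000118503.18), the HP1γ region lies on chromosome 6 from 137867025 to 137867485 and holds GGAAAGTCCC from 137867192 to 137867201. The Ku70 region of TNFAIP3 lies in an intron from 137873399 to 137873837 and holds GGGGAATTCC from 137873559 to 137873568. At BIRC3, HP1γ was gained on chromosome 11 from 102317170 to 102317630, over GGAAATCCCC. At CXCL3, it was gained on chromosome 4 from 74038351 to 74038811, and at CXCL2, on the same chromosome, Ku70 was gained from 74099148 to 74099586, both over GGGAAATTCC. The Ku70 region near ICAM1 lies on chromosome 19 from 10265174 to 10265612, 5700 bp from the start site, over GGGAATTCCC. No motif was found in the gained Ku70 regions of NFKB1, ZC3H12A and NFKBIA, in the gained HP1γ region of BIRC2 or in another one of TNFAIP3, from 137823889 to 137824349. At the start sites of NFKB1 and NFKBIA, Ku70 regions with the motif were called in 1 of 3 vehicle libraries and not with TNFα. At the start site of TNFAIP3, a Ku70 region with the motif was called with TNFα and in 1 of 3 vehicle libraries. Of 36 NFκB target genes, 8 had a gained Ku70 region against 4.54 in random lists (96.5 percentile), and 7 had a gained HP1γ region against 7.82 (36.2 percentile). IL6, CXCL8 and CCL2, the genes the paper measures with TNFα, had 0 gained regions of either protein. The NFκB motif stood in 6.23% of the HP1γ regions gained and 4.14% of those shared (odds ratio 1.54, Fisher's exact test, adjusted p = 1.28e-05), and in 5.46% and 4.71% for Ku70 (odds ratio 1.17, adjusted p = 0.206). The excess for HP1γ was not particular to NFκB, since the motifs of CTCF (odds ratio 2.05), GATA (1.50), AP1 (1.50) and FOXA (1.39) passed as well. HP1γ gained 4256 regions and lost 218, and Ku70 gained 2602 and lost 30. A gained region needs a call in 1 TNFα library and a lost one in all 3 vehicle libraries, so the rule favours gained regions. Distal regions made up 52.3% of the gained and 40.0% of the shared HP1γ regions, and 60.1% and 42.8% for Ku70. The Ku70 vehicle library of experiment 2 was the shortest of the 3: against the mean of all 3 the difference in peak number was 1.46. The log_2_ ratio of gained to lost regions was 4.28 for HP1γ and 2.58 without vehicle replicate 4, and for Ku70 it was 6.39, 3.81 without vehicle replicate 1 and 2.29 without vehicle replicate 2. Fewer vehicle libraries make a lost region easier to call, so part of this fall can come from the rule.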

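After 1 h of DHT, LNCaP cells had gained HP1γ and Ku70 at KLK2 and TMPRSS2 and Ku70 at KLK3, all androgen-induced genes, and the gained regions were mostly distal. Of 33 androgen target genes, 20 had a gained HP1γ region, against 11.6 in random lists (one-sided permutation, adjusted p = 0.0091). With assignment limited to 50 kb this adjusted p was 0.0819. For Ku70, 22 of the 33 had a gained region against 18.9 (same permutation, adjusted p = 0.341). The genes gained for HP1γ include IQGAP2, with 3 gained regions, and ELL2, INPP4B, NDRG1 and PMEPA1, with 2 each.
KLK2 (ENSG00000167751.13) lies on chromosome 19 from 50861568 to 50880567. In its intron, HP1γ was gained from 50869458 to 50869798 and Ku70 from 50869511 to 50869804, each in 2 of 2 DHT libraries and 0 of 2 vehicle libraries. Ku70 was also gained 4027 bp from the start site of KLK3, the gene of prostate-specific antigen, from 50850757 to 50851019, where HP1γ had no peak in any library. In an intron of TMPRSS2 (ENSG00000184012.14), on chromosome 21, HP1γ was gained from 41521645 to 41521971 and Ku70 from 41521673 to 41521934. HP1γ gained 3890 regions and lost 1005, and Ku70 gained 8054 and lost 1754. Distal regions made up 84.6% of the gained and 60.1% of the shared HP1γ regions, and 87.7% and 65.0% for Ku70. The motif of FOXA, a partner of AR, stood in 35.6% of gained and 19.2% of shared HP1γ regions (odds ratio 2.33, Fisher's exact test, adjusted p = 4.62e-84) and in 32.5% and 15.2% for Ku70 (odds ratio 2.70). The GATA motif was in excess about as much (odds ratio 2.19 for HP1γ and 2.73 for Ku70), and AP2 was less frequent (0.367 and 0.276). The androgen response element stood in 1.28% of gained and 0.437% of shared Ku70 regions (odds ratio 2.95, adjusted p = 8.23e-13, same Fisher's exact test). For HP1γ it was 0.951% against 0.533% (odds ratio 1.79, Fisher's exact test, adjusted p = 0.0142), and the call was lost when distal regions alone were compared (odds ratio 1.42), a comparison chosen after the data were seen. The gained regions of KLK2, KLK3 and TMPRSS2 do not hold the element.
The DHT libraries held 17172 and 16051 HP1γ peaks and the vehicle libraries 6251 and 14098, a log_2_ difference of 0.82 (1.77-fold), and for Ku70 31472 and 33237 against 12310 and 28666, a difference of 0.78 (1.72-fold). Both were higher with DHT in 2 of 2 experiments (two-sided exact permutation p = 0.333, the smallest possible here). Vehicle replicate 1, the shorter list, decides much of the difference in peak number. Without it the differences were 0.24 and 0.17 (1.41 and 1.39 without vehicle replicate 2). The log_2_ ratio of gained to lost regions turned from 1.95 to −0.55 for HP1γ and from 2.20 to −0.49 for Ku70 without vehicle replicate 1. Part of this turn can come from the rule, since a lost region then needs 1 call and a gained one still needs 2. That ratio for HP1γ was 1.21 without vehicle replicate 2 and 2.93 without DHT replicate 2. With every list shortened to the shortest, chosen after the data were seen, it was 0.27 for HP1γ and 0.039 for Ku70, and for the length covered by peaks the differences were 0.27 and 0.25.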

**Fig. 5:**
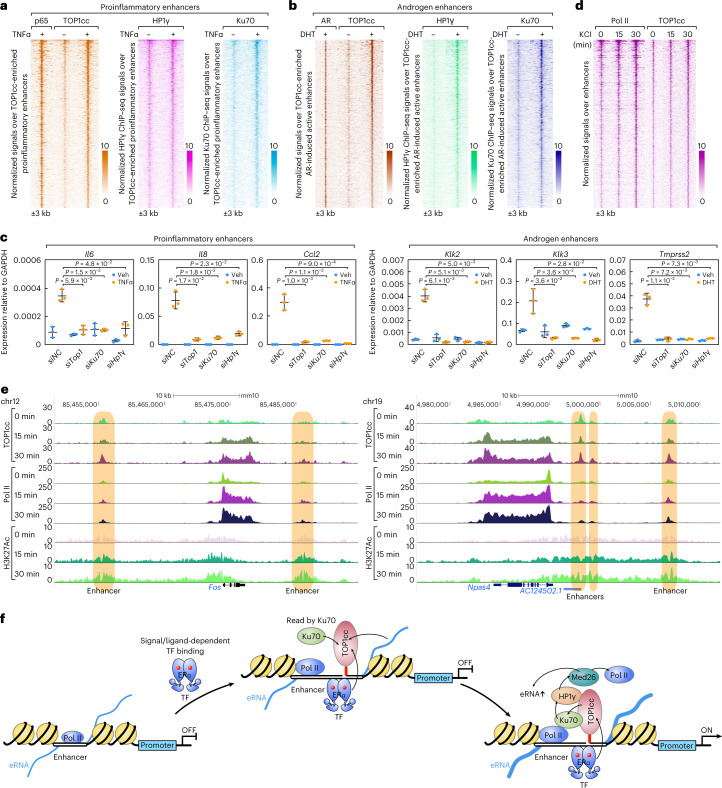
TOP1cc–Ku70–HP1γ serves as a general transcriptional code underlying acute transcriptional activation. **a**, Heatmaps show TOP1cc CUT&RUN signals and ChIP–seq signals (p65, HP1γ and Ku70) at TOP1cc-enriched acute TNFα activated proinflammatory enhancers (*n* = 589). **b**, Heatmaps show TOP1cc CUT&RUN signals and ChIP–seq signals (AR, HP1γ and Ku70) at TOP1cc-enriched acute DHT activated androgen enhancers (*n* = 691). An additional 3 kb from the center of the peaks are shown. **c**, RT–qPCR results show that the TNFα induced *Il6, Il8* and *Ccl2* genes, and DHT-induced *Klk2, Klk3* and *Tmprss2* genes are impaired by knockdown of *Top1*, *Ku70* or *Hp1γ*. Data are shown as mean ± s.d. (*n* = 3 (three independent biological replicates), two-tailed Student’s *t*-test). **d**, Heatmaps show TOP1cc CUT&RUN signals and Pol II ChIP–seq signals at TOP1cc-enriched KCl-induced active neuronal enhancers (*n* = 731). **e**, Genome browser images show Top1 CUT&RUN signals and ChIP–seq signals (Pol II and H3K27Ac) at the selected neuronal gene loci upon acute KCl treatment. Enhancers are highlighted with light-brown boxes. **f**, Working model: the signal-dependent acutely activated enhancers requires the signal-dependent transcriptional factor and enhancer RNA-dependent formation of TOP1cc, functioning as a broadly required transcriptional code read by Ku70, enabling the recruitment of HP1γ–Med26 for signal-dependent transcriptional activation. For **a**, **b** and **d**, an additional 3 kb from the center of the peaks are shown in the heatmaps, and the color scale shows the normalized tag numbers. Raw data for graphs in **c** are available as Source data. Source data

To further generalize the importance of TOP1cc, we assessed enhancer activation during the depolarization of primary murine neuronal cultures, using a standard KCl-mediated depolarization protocol to mimic neuronal activity stimulation (Extended Data Fig. 10a)^41^. We identified 1,344 active enhancers in primary cortical neurons, of which 737 exhibited the induction of TOP1cc signals at KCl-activated enhancers (Fig. 5d). Specifically, the presence of corresponding binding motifs, transcription factors such as MEF2a, MEF2b, MEF2c and MEF2d, which are known to be crucial for neuronal activity-regulated gene transcription^42^, highly represented at TOP1cc-enriched enhancers (Extended Data Fig. 10b), but not at non-TOP1cc enhancers (Extended Data Fig. 10c). TOP1cc at the enhancers adjacent to the neuronal activity-regulated genes, such as *Npas4* and *Fos*, was upregulated following KCl treatment in primary cortical neuronal cultures (Fig. 5e). Ku70–HP1γ was also induced at these TOP1cc-enriched neuronal enhancers upon KCl-mediated depolarization (Extended Data Fig. 10d).

## Discussion

### TOP1cc serves as a universal epigenomic signature

Because most DNA-binding factors activated in response to diverse signals bind primarily to cognate DNA sites in enhancers, rather than promoters, activation of enhancers serves as the main mechanism regulating acute signal-dependent modulation of transcriptional programs in virtually all cell types. Here, we address whether there is an as yet unappreciated molecular strategy that underlies most, if not all, signal-dependent enhancer activation events, despite the diversity of primary sequence, cell type and activating signal. Specifically, by employing a specific antibody recognizing Top1–DNA transient intermediate with CUT&RUN assays to detect TOP1cc, we established a powerful technology that permitted us to provide evidence that TOP1cc is required to achieve robust enhancer activation following acute signals in all the systems that we have examined. We provide evidence that TOP1cc and the subsequent downstream events are required for diverse types of signal-induced enhancer activation, including not only estrogen, androgen and TNFα-activated enhancers (regulating proinflammatory genes), but also for neuronal depolarization-induced enhancer activation.

The role of Top1 in mediating acute, but not chronic, signal-dependent enhancer activation correlated with the distinct physiochemical properties of condensates established on acute versus chronically stimulated enhancers. That is, whereas the E_2_-dependent assembly of RNP condensates on acute stimulated enhancers displays properties of liquid–liquid phase separation, chronically activated enhancers show progressive maturation of RNPs to a distinct, perhaps more gel-like, state^13^. Importantly, from our studies, eRNA appears to be capable not only of promoting liquid–liquid phase separation but also of augmenting the formation of TOP1cc. However, these two effects are probably interrelated, consistent with the ability of condensates to increase enzymatic activity^11^.

Notably, the assay we describe here, utilizing a monoclonal antibody for Top1 covalently bound to DNA, distinguishes Top1-mediated nicks from single-strand DNA nicks associated with long patch DNA damage repair on neuronal specific enhancers^15^, which are also enriched at active enhancers, but are not linked with transcriptional activation. Collectively, we uncover here an unappreciated mechanism underlying a broad range of signal-dependent enhancer activation events, wherein signal-dependent binding of regulated transcription factors to responsive enhancers elicits TOP1cc as an epigenomic signature for subsequent transcriptional activation.

### Ku70 functions as the ‘reader’ of the Top1-DN

Remarkably, the acute signal-induced TOP1cc licenses the recruitment of Ku70, which functions as a ‘reader’ of TOP1cc. It has long been assumed that the key to Top1 actions is to relieve torsional stress arising from robust transcription at coding gene bodies and promoters. However, we note that dynamic supercoiled DNA has been undetected at the regulatory enhancers^43^, and the stabilized TOP1cc generated by Top1 inhibitors, which is well known to inhibit the relief of torsional stress^44^, could induce the transcription of nascent RNA^45^. We find here that TOP1cc can be co-opted as an epigenetic signature for the recruitment of Ku70, hinting at a noncanonical role for TOP1cc in the mobilization of transcription factors rather than relief of torsional stress per se.

Indeed, in the traditional model for NHEJ, the initial recognition and binding of Ku70–Ku80 heterodimer to the double-strand breaks is followed by the recruitment of DNA-PKcs and formation of the DNA-PK holoenzyme, resulting in the formation of a DNA-PK dimer mediated by the conserved C-terminal helix of Ku80. This DNA-PK dimer then acts as a platform for binding of other protein and brings the broken DNA ends close together, allowing for completion of the process of double-strand break repair through NHEJ^46,47^. Here, we find that Top1-induced single-stand DNA nicks do not require the presence of Ku80, and that Ku80 binding is not particularly induced at the enhancers upon acute signal-dependent stimulation, which is consistent with previous reports showing that Ku80 is not presented at Ku70–HP1γ complexes^37^. Thus, in addition to its evolutionarily important functions in double-strand DNA damage repair events as a heterodimer with Ku80, we propose that Ku70 has acquired an independent function as a transcriptional coactivator in signal-induced enhancer activation, serving as a ‘reader’ of TOP1cc.

### Ku70 facilitates the recruitment of HP1γ–Med26

HP1γ is a member of the heterochromatin protein 1 family that reads H3K9 methylation via a conserved chromodomain, but can associate with the active gene promoters^48^, and interacts with Med26 through its canonical PXVXL interaction motif^38,49^. Our data suggest that the acute augmentation of HP1γ–Med26 at the functional signal-dependent regulatory enhancers is a critical determinant of transcriptional activation in mammalian cells.

Mediator has been demonstrated to be required for the robust transcriptional activation^50,51^, and our data strongly suggest that Med26 at acutely activated enhancers facilitates the transition of Pol II from initiation condensates with unphosphorylated Ser2 to RNA processing or elongation condensates with phosphorylated Ser2. The functional importance of Med26 proposed in this article is consistent with a recent report showing that the knock-out of *Med26* affects a larger gene expression program than knock-out of any other mediator subunit evaluated, including Med1, in mammalian cells^52^.

Taken together, we conclude that TOP1cc serves in effect as an epigenomic signature recognized by Ku70, leading to the nucleation of a HP1γ–Med26 complex required for robust transcriptional activation at signal-dependent acute activated enhancers (Fig. 5f). Strikingly, TOP1cc-dependent Ku70–HP1γ recruitment emerges from our studies as a general requirement for acute signal-dependent enhancer activation events in mammalian cells and is consistent with the model that the interaction of HP1γ with Med26 is probably to augment its functions to activate the elongation complex and increase eRNA transcription and transcriptional factor condensation at acute activated enhancers.

## Methods

### Cell culture

MCF7 cells (ATCC, HTB-22) were maintained at 37 °C and 5% CO_2_ in DMEM (Gibco/Invitrogen), supplemented with 10% fetal bovine serum (FBS, Gibco/Invitrogen). LNCAP cells (ATCC, CRL1740) were maintained at 37 °C and 5% CO_2_ in Advanced RPMI 1640 medium (Gibco/Invitrogen), supplemented with 10% FBS (GIBCO/Invitrogen). Mycoplasma contamination test was performed every 3 months for MCF7, LNCAP and 293T (ATCC, CRL3216) cells used in our laboratory. Cortical neurons were prepared as previously described^53^, E15.5 C57BL/6 embryonic mouse cortices were dissected and then dissociated for 10 min in 1× Hank’s balanced salt solution containing 20 mg ml^–1^ trypsin (Life Technologies). Trypsin treatment was terminated by washing dissociated cells three times for 2 min each in dissociation medium consisting of 1× Hank’s balanced salt solution containing a few drops of FBS (Life Technologies). Cells were then triturated using a flame-narrowed Pasteur pipette to fully dissociate cells. After dissociation, neurons in were kept on ice in dissociation medium until plating. Cell culture plates were precoated with a solution containing 20 μg ml^–1^ poly-d-lysine (Sigma) in water. Before plating neurons, cell culture plates were washed three times with sterile distilled water. Neurons were grown in neuronal medium consisting of Neurobasal medium containing B27 supplement (2%; Thermo Fisher), penicillin-streptomycin (50 g ml^–1^) and Glutamax (1×; Thermo Fisher). Neurons were subsequently plated and placed in a cell culture incubator that maintained a temperature of 37 °C and a CO_2_ concentration of 5%; 10 min after plating neurons, the medium was aspirated completely from cells and replaced with fresh warm neuronal medium. Neurons were grown in vitro until day 7.

### Drug treatment

For hormone treatments, cells were incubated at 37 °C and 5% CO_2_ for at least 3 days in phenol red-free DMEM (GIBCO/Invitrogen) supplemented with 5% charcoal dextran-stripped FBS (GIBCO/Invitrogen). For MCF7 cells, 17-β-estradiol (Steraloids, Inc.) was added to a final concentration of 100 nM. TNFα (R&D systems) was added to a final concentration of 20 ng ml^–1^. For LNCAP cells, 5α-DHT (Sigma) was added to a final concentration of 100 nM. The ethanol vehicle control was 0.05% in all samples.

For the acute activation, cells were treated with drugs (ethanol or E_2_ or TNFα or DHT) for 1 h for ChIP–seq or PRO-seq assays. To detect the changes of messenger RNA (mRNA) expression levels for the acute activation, cells were treated with drugs (ethanol or E_2_ or TNFα or DHT) for 4 h and harvested for RNA isolation and subsequent RT–qPCR experiments. For the chronic activation, cells were treated with drugs (ethanol or E_2_) for 14 h and harvested for RNA isolation and subsequent RT–qPCR experiments.

For ChIP–seq experiments, mouse cortical neurons were plated at an approximate density of 2 × 10^6^ on 35-mm dishes. Neurons were plated in 2 ml neuronal medium. A 1 ml aliquot of the medium was replaced with 1 ml fresh warm medium on days 3 and 6. Before KCl depolarization, neurons were silenced with 1 μM tetrodotoxin (TTX; Fisher) on day 6. Neurons were subsequently stimulated on day 7 by adding warmed KCl depolarization buffer (170 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_ and 10 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES)) directly to the neuronal culture to a final concentration of 31% in the neuronal culture medium within the culture plate or well for the indicated time.

### Transfection of small interfering RNA (siRNA)

For knockdown of *Top1* genes, the si*Top1_1* (SASI_Hs01_00047440, Sigma, CACAAAGAGAGGAAUGCUA[dT][dT], UAGCAAUCCUCUCUUUGUG[dT][dT]) and si*Top1_3* (SASI_Hs02_00335354, Sigma, GACAAGAUCCGGAACCAGU[dT][dT], ACUGGUUCCGGAUCUUGUC[dT][dT]) were employed. For knockdown of *Hp1γ* genes, the si*Hp1γ_1* (SASI_Hs01_00170890, Sigma, CCAAGAGGAUUUGCCAGAG[dT][dT], CUCUGGCAAAAUCCUCUUGG[dT][dT]) and si*Hp1γ_2* (SASI_Hs01_00196532, Sigma, CCAAGAGGAUUUGCCAGAG[dT][dT], CUCUGGCAAAAUCCUCUUGG[dT][dT]) were employed. For ChIP–seq and PRO-seq experiments, cells were transfected in 10-cm plates in regular DMEM without antibiotics. Then, 20 μl of 20 μM siRNAs and Lipofectamine 2000 reagent (Invitrogen catalog no. 11668-019) was diluted in Opti-MEM I Reduced Serum Medium (Invitrogen catalog no. 11058-021), and incubated for 6 h, and then changed to phenol red-free medium. For quantitative PCR (qPCR) or western blots, cells were transfected in six-well plates in regular DMEM without antibiotics and 4 μl of 20 μM siRNAs were transfected with Lipofectamine 2000 reagent (Invitrogen catalog no. 11668-019). In both conditions, cells were transfected 2 days later with siRNA again in phenol red-free medium. At 3 days following transfection, cells were treated with ethanol or E_2_ for 4 h and harvested for RNA isolation for acute activation, treated with ethanol or E_2_ for 14 h and harvested for RNA isolation for chronic activation or treated with ethanol or E_2_ for 1 h for PRO-seq assay.

### Short hairpin RNA (shRNA) lentivirus package and infection

pLKO lentiviral shRNA constructs and control shRNA constructs were purchased from Addgene. The sequences of the shRNAs used in this article are shown in Supplementary Table 4. Knockdown experiments with lentivirus shRNAs were conducted according to the standard lentivirus package and transduction protocols from Addgene. pLKO-based lentiviral shRNA plasmids were cotransfected with packaging plasmids (psPAX2 and pMD2.G) into 293 T cells. Lentiviruses were harvested, concentrated and used for MCF7 cell infection. Stable knockdown MCF7 cells were selected with 1 μg ml^–1^ puromycin and collected for experiments within 5 days. Before collection, the cells were grown for 3 days in phenol red-free DMEM (GIBCO/Invitrogen) supplemented with 5% charcoal dextran-stripped FBS (GIBCO/Invitrogen) and 0.5 μg ml^–1^ puromycin for continued selection to achieve better knockdown.

### RNA isolation and RT–qPCR

RNA was isolated using Quick-RNA Miniprep Kit (Zymo Research, catalog no. R1054), and genomic DNA was removed from 1 μg of total RNA with DNA-free DNA removal kit (Invitrogen, catalog no. AM1609) and then total RNA reversed transcribed using the SuperScript III first-strand synthesis system with random hexamers (Invitrogen, catalog no. 18080-051). qPCR was performed with StepOne Plus (Applied Biosystems). Primer sequences used for the different gene targets are shown in Supplementary Table 4. All primers were checked on a standard curve, and it was verified that efficiencies were near 100%. β-Actin mRNA or glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as the internal control. Relative mRNA levels were calculated by the ΔΔCt method with the vehicle (ethanol) used as the calibrator. The experiments were repeated at least three times, and one representative plot was shown in all figures; most *P* values were obtained using a two-tailed Student’s *t*-test.

### MCF7 Tet-On stable cell line construction

For BLRP-2XHA-Top1 wt or Y723F mutant Top1 cell line, MCF7 Tet-On Advanced cell line (catalog no. 631153) was bought from Takara Clontech. pRev-TRE-Flag-2XHA-Top1 or pRev-TRE-Flag-2XHA-Top1-Y723F was transfected into MCF7 Tet-On cells with the Tet-free serum supplied. At 2 days after transfections, cells were selected with hygromycin for 2 weeks. Colonies were picked and verified by western blot after doxycycline (DOX) induction. After titration, 5 µg ml^–1^ DOX was chosen to achieve similar level of expression of HA-tagged Top1 compared with endogenous Top1.

### CRISPRi mediated *Top1* depletion

A dCas9-KRAB stable MCF7 cell line was constructed by lentivirus infection. The dCas9-KRAB lentivirus was prepared by cotransfecting pMD2.G, psPAX2 and Lenti-dCas9-KRAB-blast vector (Addgene, Plasmid 89567) into HEK-293T cells using lipofectamine 2000 and harvesting lentivirus 48 h and 72 h after transfection. Then, MCF7 cells were infected with dCas9-KRAB lentivirus; 2 days after infection, blasticidin (working concentration 3 μg ml) was used to select positive infected cells. Then, the Alt-R CRISPR–Cas9 sgRNAs CD.Cas9.LPSZ5063.BO (mC*mG*mA* rGrArC rUrCrC rArGrA rArArC rGrGrC rUrGrG rUrUrU rUrArG rArGrC rUrArG rArArA rUrArG rCrArA rGrUrU rArArA rArUrA rArGrG rCrUrA rGrUrC rCrGrU rUrArU rCrArA rCrUrU rGrArA rArArA rGrUrG rGrCrA rCrCrG rArGrU rCrGrG rUrGrC mU*mU*mU* rU) and CD.Cas9.LPSZ5063.BN (mA*mG*mG* rCrUrG rUrUrA rCrArC rArArC rUrGrC rUrGrG rUrUrU rUrArG rArGrC rUrArG rArArA rUrArG rCrArA rGrUrU rArArA rArUrA rArGrG rCrUrA rGrUrC rCrGrU rUrArU rCrArA rCrUrU rGrArA rArArA rGrUrG rGrCrA rCrCrG rArGrU rCrGrG rUrGrC mU*mU*mU* rU) targeting the endogenous *Top1* gene promoter and 5′ terminal untranslated regions (5′ UTR) were transfected into the cells with Lipofectamine RNAiMAX transfection reagent (Thermo Fisher Scientific, catalog no. 13778100), and then cells were cultured using phenol red-free DMEM (GIBCO/Invitrogen) supplemented with 5% charcoal dextran-stripped FBS (GIBCO/Invitrogen). After 3 days, the cells were harvested, and RNA was extracted to analyze the expression of eRNAs and coding genes. Alt-R CRISPR–Cas9 control sgRNAs were made with 1:1 ratio of Alt-R CRISPR–Cas9 control crRNAs and Alt-R CRISPR–Cas9 control tarcrRNAs from Integrated DNA Technologies.

### Immunoblotting and coimmunoprecipitations

Cells were washed with ice-cold PBS and harvested in cold PBS. For the preparation of whole cell extracts, pellets were resuspended in lysis buffer containing 20 mM Tris-Cl (pH 8.0), 137 mM NaCl, 10% glycerol, 1% Nonidet P-40 and a mixture of protease inhibitors. Samples were sonicated by using a Bioruptor (Diagenode) for 16 min at medium power, with an interval of 30 s between pulses. Following sonication, samples were centrifuged for 2 × 5 min at 21,000*g*. After preclearing, IP was performed overnight at 4 °C by using the indicated antibodies and protein G-Sepharose. IP was followed by five washes in 1 ml lysis buffer performed at 4 °C, and protein complexes were denatured in Laemmli sample buffer (2% SDS, 10% glycerol, 60 mM Tris-Cl (pH 6.8), 0.01% bromophenol blue, 100 mM dithiothreitol (DTT)) for 5 min at 95 °C and resolved by NuPAGE Novex 4–12% Bis-Tris Protein Gels (Invitrogen catalog no. NP0336PK2). After electronic transfer, the PVDF membrane was blocked by incubation at room temperature for 1 h in Blocker Casein in TBS (Thermo Scientific, catalog no. 37532). Complexes were revealed by Clarity Western ECL substrate (Bio-Rad catalog no. 170-5061), as recommended by the manufacturer.

### ReCLIP and MS

ReCLIP was performed using dithiobis(succinimidyl propionate) (DSP, Thermo Scientific) following previous reports with minor changes^34,54^. Briefly, 4 × 10^9^ MCF7 cells were incubated in PBS containing 0.6 mM DSP for 30 min at 4 °C with mild rotation. After removing PBS, the remaining DSP was quenched by incubating the cells in TBS (50 mM Tris-Cl pH 7.4, 150 mM NaCl, 1 mM EDTA) for 15 min on ice. The cell nuclei were isolated through hypotonic lysis, and then lysed in lysis buffer (50 mM Tris-Cl pH 7.5, 150 mM NaCl, 0.25% Triton X-100, 0.25% Na-deoxycholate, 0.05% SDS, 1 mM EDTA, 5% glycerol) containing 5 mM MgCl_2_, 300 mM NaCl and protease inhibitor cocktail (Roche). The nuclear extracts were then sonicated for 10 min, followed by rotation for 1 h at 4 °C and centrifugation at 20,000*g* for 10 min. For immunopurification of the TOP1 protein complexes, nuclear extracts were incubated overnight with 100 μl streptavidin beads (Thermo Fisher Scientific) at 4 °C. After binding of the protein complexes, the streptavidin beads were washed sequentially with TBS, lysis buffer, high-salt lysis buffer (500 mM NaCl) and TBS. Finally, the beads were resuspended in 100 ml 2× SDS-sample buffer containing β-mercaptoethanol and heated for 10 min at 95 °C to elute the bound proteins. Protein complexes pulled down with streptavidin beads from precleared cell nuclei were employed for MS analysis at the University of California San Diego (UCSD) molecular mass spectrometry facility. Briefly, protein samples were diluted in TNE (50 mM Tris pH 8.0, 100 mM NaCl, 1 mM EDTA) buffer. RapiGest SF reagent (Waters Corporation) was added to the mix to a final concentration of 0.1% and samples were boiled for 5 min. Tris (2-carboxyethyl) phosphine (TCEP) was added to 1 mM (final concentration) and the samples were incubated at 37 °C for 30 min. Subsequently, the samples were carboxymethylated with 0.5 mg ml^–1^ of iodoacetamide for 30 min at 37 °C followed by neutralization with 2 mM TCEP (final concentration). Proteins samples prepared as above were digested with trypsin (trypsin:protein ratio, 1:50) overnight at 37 °C. RapiGest was degraded and removed by treating the samples with 250 mM HCl at 37 °C for 1 h followed by centrifugation at 21,130*g* for 30 min at 4 °C. The soluble fraction was then added to a new tube and the peptides were extracted and desalted using C18 desalting columns (Thermo Scientific, catalog no. PI-87782). Peptides were quantified using BCA assay and a total of 1 μg of peptides was injected for LC–MS analysis.

### Ultra-high-pressure liquid chromatography coupled with tandem MS

Trypsin-digested peptides were analyzed by ultra-high-pressure liquid chromatography coupled with tandem MS (LC–MS/MS) using nanospray ionization. The nanospray ionization experiments were performed using an Orbitrap Fusion Lumos hybrid mass spectrometer (Thermo) interfaced with nanoscale reversed-phase UPLC (Thermo Dionex UltiMate 3000 RSLCnano System) using a 25 cm, 75-micron ID glass capillary packed with 1.7-µm C18 (130) BEHTM beads (Waters Corporation). Peptides were eluted from the C18 column into the mass spectrometer using a linear gradient (5–80%) of acetonitrile (ACN) at a flow rate of 375 μl min^–1^ for 1.5 h. The buffers used to create the ACN gradient were Buffer A (98% H_2_O, 2% ACN, 0.1% formic acid) and Buffer B (100% ACN, 0.1% formic acid). MS parameters were as follows: an MS1 survey scan using the orbitrap detector (mass range (*m*/*z*): 400–1,500 (using quadrupole isolation), 120,000 resolution setting, spray voltage of 2,200 V, ion transfer tube temperature of 275 °C, AGC target of 400,000 and maximum injection time of 50 ms) was followed by data-dependent scans (top speed for most intense ions, with charge state set to include only +2–5 ions, and 5 s exclusion time, while selecting ions with minimal intensities of 50,000 in which the collision event was carried out in the high-energy collision cell (higher energy collision dissociation energy of 30%), and the fragment masses were analyzed in an ion trap mass analyzer (with ion trap scan rate of turbo, first mass *m*/*z* was 100, AGC target of 5,000 and maximum injection time of 35 ms). Protein identification was carried out using Peaks Studio v.8.5 (Bioinformatics Solutions Inc.). The proteins with the following standards were selected: peptide –log_10_(*P*) (*P* value generated from two-tailed *t*-test) ≥15, protein –log_10_(*P*) (*P* value generated from two-tailed *t*-test) ≥25, proteins unique peptides ≥2, de novo ALC score ≥50% and false discovery rate < 1%. All the selected proteins are shown in Supplementary Tables 1–3.

### Antibodies

The antibodies used were ERα (HC-20, sc-543, Santa Cruz for ChIP, 15 μl per sample; HC-20 and H-184, Santa Cruz for western blot, 1:1,000 dilution); ANTI-FLAG M2 Affinity Gel (A2220) (Sigma, 20 μl per sample for IP); RNA Pol II (N-20, sc-899, Santa Cruz, 15 μl per sample for ChIP); PolIISer2P (ab5095, Abcam, 3 μg per sample); HA (ab9110, Abcam, 3 μg per sample for ChIP); AP2γ (H-77, sc-8977, Santa Cruz, 15 μl per sample for ChIP); GATA3 (HG3-31, sc-268, Santa Cruz, 15 μl per sample for ChIP); CBP (C15410224, Diagenode, 3 μg per sample for ChIP); H3K27Ac (ab4729, Abcam, 3 μg per sample for ChIP); H3K9me3 (ab8898, Abcam, 3 μg per sample for ChIP); Top1 (A302-589A, Bethyl, 1:1,000 dilution for western blot, 0.5 µg per sample for CUT&RUN assays); TOP1cc (TG2017-2, TopoGEN, Lot no. 17AG15, 0.5 µg per sample for CUT&RUN assays); BRD4 (C15410337, Diagenode, 3 μg per sample for ChIP); FOXA1 (C15410231, Diagenode, 3 μg per sample for ChIP); MED26 (13641S, Cell Signaling, 15 μl per sample for ChIP; Bethyl A302-371A, 1:1,000 dilution for western blot).

### CUT&RUN assays

CUT&RUN was performed using the CUTANA CUT&RUN Protocol (www.epicypher.com) which is an optimized version of that previously described^55,56^. For each sample, 5 × 10^5^ cells were immobilized onto Concanavalin-A beads (EpiCypher catalog no. 21-1401) and incubated overnight (4 °C with gentle rocking) with 0.5 µg of antibody. CUT&RUN-enriched DNA was purified and 10 ng used to prepare sequencing libraries with the KAPA HTP/LTP Library Preparation Kits (Roche catalog no. 07961880001). Libraries were sequenced with Illumina HiSeq 4000 or NovaSeq 6000 system according to the manufacturer’s instructions. Paired end fastq files were aligned to the hg38 or mm10 reference genome using the Bowtie v.2 algorithm. Only uniquely aligned reads were retained for subsequent analyses.

### ChIP and ChIP–seq

ChIP was performed as described previously^57^. Briefly, cells were crosslinked with 1% formaldehyde at room temperature for 10 min. The cross-linking was then quenched with 0.125 M glycine for 5 min. Chromatin was fragmented using a Bioruptor Pico (Diagenode) for 10 min at high power, with an interval of 30 s between pulses to get around 200 bp fragments and precleared using 20 μl Protein G Dynabeads (Life Technologies, catalog no. 10009D). Subsequently, the soluble chromatin was incubated with 2–5 μg antibodies at 4 °C overnight. Immunoprecipitated complexes were collected using 30 μl Protein G Dynabeads, which have been saturated with PBS/1% BSA overnight at 4 °C, per reaction. For all ChIPs, after decrosslinking overnight at 65 °C, final ChIP DNA was extracted and purified using QIAquick spin columns (Qiagen). ChIP–seq libraries were constructed following Illumina’s ChIP–seq sample prep kit. The library was amplified by 14 cycles of PCR.

### PRO-seq

PRO-seq experiments were performed as previously described with a few modifications^57,58^. Briefly, around 2 million MCF7 cells treated with E_2_ for 1 h were washed three times with cold PBS and then swelled sequentially in swelling buffer (10 mM Tris-HCl pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_) for 10 min on ice, harvested and lysed in lysis buffer (swelling buffer plus 0.5% Nonidet P-40, 20 U of SUPERase-In and 10% glycerol). The resultant nuclei were washed two more times with 10 ml lysis buffer and finally resuspended in 100 μl freezing buffer (50 mM Tris-HCl pH 8.3, 40% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA). For the run-on assay, resuspended nuclei were mixed with an equal volume of reaction buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_, 1 mM dithiothreitol, 300 mM KCl, 20 units of SUPERase-In, 1% sarkosyl, 250 μM A/GTP, 50 µM biotin-11-C/UTP (Perkin-Elmer)) and incubated for 5 min at 30 °C. The resultant nuclear-run-on RNA was then extracted with TRIzol LS reagent (Life Technologies, catalog no. 10296-028) following the manufacturer’s instructions. Nuclear-run-on RNA was fragmented to around 200–500 nt by alkaline base hydrolysis on ice for 30 min and neutralized by adding one volume of 1 M Tris-HCl pH 6.8. Excessive salt and residual NTPs were removed by using a P-30 column (Bio-Rad, catalog no. 732-6250), followed by treatment with DNase I (Promega catalog no. M6101) and Antarctic phosphatase (NEB catalog no. M0289L). Fragmented nascent RNA was bound to 10 µl of MyOne Streptavidin C1 dynabeads (Invitrogen, catalog no. 65001) following the manufacturer’s instructions. The beads were washed twice in high salt (2 M NaCl, 50 mM Tris-HCl pH 7.5, 0.5% Triton X-100, 0.5 mM EDTA), once in medium salt (1 M NaCl, 5 mM Tris-HCl pH 7.5, 0.1% Triton X-100, 0.5 mM EDTA) and once in low salt (5 mM Tris-HCl pH 7.5, 0.1% Triton X-100). Bound RNA was extracted from the beads using Trizol (Invitrogen, catalog no. 15596-018) in two consecutive extractions, and the RNA fractions were pooled, followed by ethanol precipitation, and PRO-seq libraries were prepared with NEBNext Small RNA Library Prep Kit (NEB, catalog no. E7330).

### Deep sequencing

For all high-throughput sequencing, the extracted DNA libraries were sequenced with an Illumina HiSeq 4000 or NovaSeq 6000 system according to the manufacturer’s instructions. DNA sequences generated by the Illumina Pipeline were aligned to the human (hg38) or mouse (mm10) genome assembly using Bowtie v.2 (ref. ^59^). The data were visualized by preparing custom tracks on the University of California Santa Cruz genome browser using the HOMER software package^4^. For each experiment presented in this study, the total number of mappable reads was normalized to 10^7^.

### Identification of ChIP–seq peaks and TOP1cc-enriched regions

ChIP–seq peak identification, quality control and motif analysis were performed using Samtools^60^ and HOMER^4^ as described in our previously published methods^25,61^. Briefly, we created tag directories for each individual sample, allowing no more than two tags per base pair and the combined replicates of each treatment, and then normalized each directory by the total number of mapped tags such that each directory contains 10 million tags. We next made peak calls with a very low threshold as required for IDR (findPeaks -style factor -o auto) on the individual samples, combined replicates, individual pseudo replicates and combined pseudo replicates. We then applied the HOMER-IDR program^4^ to format the data for the IDR R package to determine the IDR threshold and identify the top peaks above that threshold. TOP1cc peak identification, quality control and motif analysis were performed following the same rules we used for ChIP–seq.

### Heatmap and tag density analyses

To generate histograms for the average distribution of tag densities, position-corrected, normalized tags in 100 bp windows were tabulated within the indicated distance from specific sites in the genome. Clustering plots for normalized tag densities at each genomic region were generated using HOMER^4^ and then clustered using Gene Cluster 3.0 (ref. ^62^) and visualized using Java TreeView^63^.

### PRO-seq analysis

PRO-seq data analyses were performed as previously reported^57^. The sequencing reads were aligned to hg38 using Bowtie v.2 using very sensitive parameters. The common artifacts derived from clonal amplification were circumvented by considering maximal three tags from each unique genomic position as determined from the mapping data. To determine E_2_-dependent changes in gene body, the sequencing reads for RefSeq genes were counted over the first 13 kb of the entire gene body, excluding the 500 bp promoter-proximal region on the sense strand with respect to the gene orientation by using HOMER^4^. EdgeR^64^ was used to compute the significance of the differential gene expression (fold change (FC) ≥ 1.5, false discovery rate ≤ 0.01). Additionally, a read density threshold (that is, normalized total read counts per kilobase) was used to exclude low-expressed genes. PRO-seqs were normalized to 10 million tags, and HOMER^4^ was used to quantify eRNA expression by tabulating normalized tag numbers surrounding ±1,000 bp from the center of the peaks. eRNAs with a FC > 1.5 in PRO-seq signals were differentially expressed.

### Bioinformatic characterization of enhancer groups

We followed our previously published method to define enhancer groups in MCF7 cells^13^. Briefly, putative enhancer sites were first defined based on ChIP–seq enrichment of H3K27Ac (GSM1115992) flanking ±1,000 bp from the center of the ERα peaks or assay for transposase accessible chromatin with high-throughput sequencing (ATAC–seq) peaks.

ERα-marked MegaTrans enhancers were defined in our previous reports with the following criteria: (1) regions are at least 3 kb away from annotated transcription start sites (TSSs); (2) regions have at least 16 tags from H3K27Ac ChIP–seq normalized to 10 million tags; (3) regions are at least 10 tags from PRO-seq normalized to 10 million tags when MCF7 cells were treated with E_2_; and (4)FC of eRNA expression between E_2_ and ethanol conditions was at least 1.5.

ERα-marked other active enhancers were defined by the following criteria: (1) regions were at least 3 kb away from annotated TSSs; (2) regions had at least 16 tags from H3K27Ac ChIP–seq normalized to 10 million tags; (3) regions had at least 10 tags from PRO-seq normalized to 10 million tags when MCF7 cells were treated with either ethanol or E_2_; and (4)FC of eRNA expression between E_2_ and ethanol condition were more than 0.67 and less than 1.5.

Other active enhancers were defined by the following criteria: (1) regions were at least 3 kb away from annotated TSSs and were not marked by ERα; (2) regions had at least 16 tags from H3K27Ac ChIP–seq normalized to 10 million tags; (3) regions had at least 10 tags from PRO-seq normalized to 10 million tags when MCF7 cells were treated with either ethanol or E_2_; and (4)FC of eRNA expression between E_2_ and ethanol conditions were more than 0.67 and less than 1.5.

p65-marked proinflammatory enhancers were defined by the following criteria: (1) regions are at least 3 kb away from annotated TSSs; (2) regions have at least 16 tags from H3K27Ac ChIP–seq normalized to 10 million tags; and (3) regions are at least 16 tags from Pol II ChIP–seq and p65 ChIP–seq signals normalized to 10 million tags when MCF7 cells were treated with TNFα.

DHT-induced active enhancers were defined by the following criteria: (1) regions are at least 3 kb away from annotated TSSs; (2) regions have at least 16 tags from H3K27Ac ChIP–seq normalized to 10 million tags; (3) regions are at least 10 tags from Pol II ChIP–seq and AR ChIP–seq signals normalized to 10 million tags when LNCAP cells were treated with DHT; and (4)FC of Pol II ChIP–seq tags between DHT and Veh condition is at least 1.5.

KCl-induced neuronal enhancers were defined by the following criteria: (1) regions are at least 3 kb away from annotated TSSs; (2) regions have at least 16 tags from H3K27Ac ChIP–seq normalized to 10 million tags; (3) regions are at least 10 tags from Pol II ChIP–seq signals normalized to 10 million tags when primary cortical neurons were treated with KCl (30 mins); and (4)FC of Pol II ChIP–seq tags between KCl (30 mins) and KCl (0 min) conditions is at least 1.5.

### Motif analysis and gene ontology analysis

For de novo motif analysis, transcription factor motif finding was performed on ±200 bp relative to the centers defined from ChIP–seq peaks or TOP1cc peaks using HOMER^4^. Peak sequences were compared with random genomic fragments of the same size and normalized G/C content to identify motifs enriched in the ChIP–seq targeted sequence. Sequence logos were generated using WebLOGO^65^. Gene ontology analysis was performed with Metascape^66^.

### Overlaps

The overlaps between sites identified in ChIP–seq for DNA-binding proteins and TOP1cc signals were calculated using BEDTools^67^ and their statistical significance (versus background distribution) was confirmed using HOMER^4^.

### Statistics and reproducibility

All qPCR experiments were performed with at least three independent biological replicates, and results are shown as means ± s.d. Statistical analyses were conducted using Prism v.6 software (GraphPad Software). Statistical comparisons between groups were analyzed for significance by paired two-tailed *t*-test. Differences are considered significant at *P* < 0.05. NS, nonstatistically significant, **P < 0.01; *** *P* <0.001. The exact values of *n*, statistical measures (mean ± s.d.) and statistical significance are reported in the figure legends. For western blots in Figs. 1d, 3b,e,f and 4c and Extended Data Figs. 3a, 7a and 9a, at least two independent biological replicates were performed. For ChIP–seq, ATAC–seq and all the CUT&RUN assays, we initially generated two biological replicates and calculate the Pearson correlation. If the correlation was <0.9, additional replicates were generated. For PRO-seq experiments, we generated a minimum of three biological replicates. For all the boxplots for the genome-wide experiments analysis, unpaired two-tailed *t*-tests were performed. For all the Pearson correlations in Fig. 3d and Extended Figure 6c–e, one-tailed *t*-tests were adopted.

### Data resources

We used some published ChIP–seq data from the Gene Expression Omnibus database for DNA-PKcs under accession number GSE60270 (ref. ^24^), and GRO-seq data for MCF7 with 1 h E_2_ treatment under accession number GSE45822 (ref. ^25^).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-022-00883-8.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Table 1: Proteins pulled down using Streptavidin beads from 4 × 10^9^ precleared nuclei isolated from pRev-TRE-Flag-2XHA-TOP1 expressed MCF7 cells are listed. Supplementary Table 2: Proteins pulled down using Streptavidin beads from 4 × 10^9^ precleared nuclei isolated from DOX-induced pRev-TRE-Flag-2XHA-TOP1 expressed Veh (–E_2_)-treated MCF7 cells are listed. Supplementary Table 3: Proteins pulled down using Streptavidin beads from 4 × 10^9^ precleared nuclei isolated from DOX-induced pRev-TRE-Flag-2XHA-TOP1 expressed E_2_-treated MCF7 cells are listed. Supplementary Table 4: All PCR primers employed in this paper are listed.

## Figures and Tables

**Extended Data Fig. 1:**
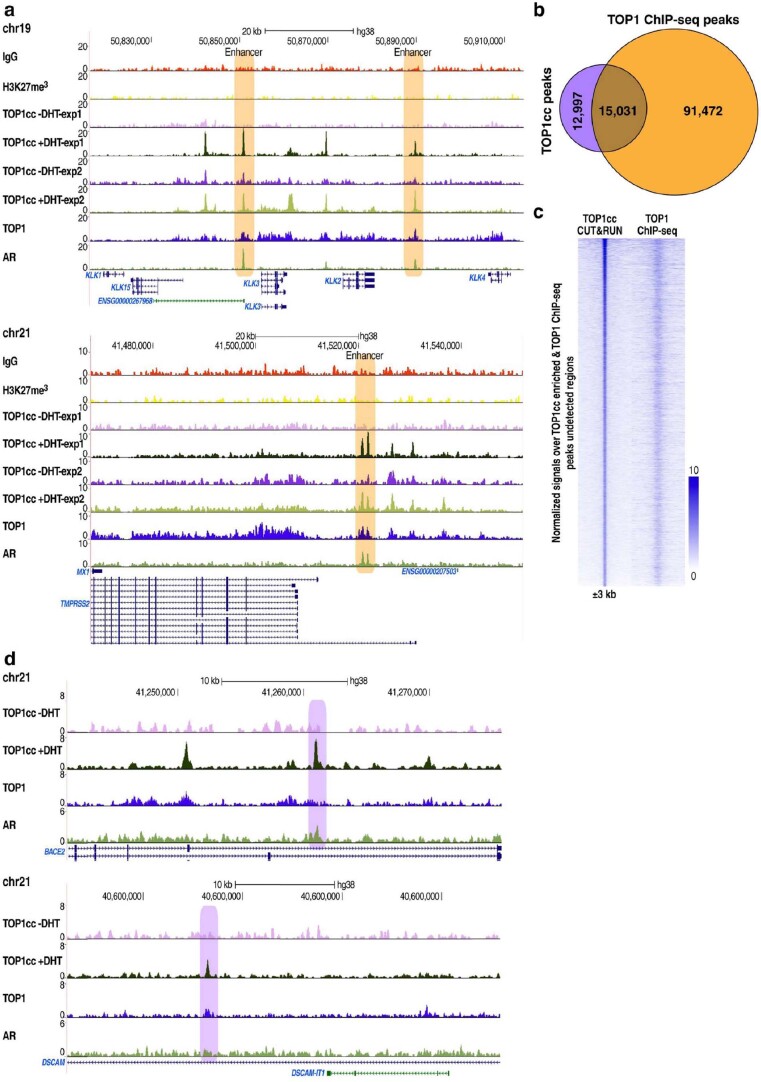
CUT&RUN assays disclose TOP1cc signals in LNCAP cells. (**a**) Genomic browsers show TOP1cc CUT&RUN signals, AR and Top1 ChIP-seq signals in DHT treated LNCAP cells. IgG and H3K27me3 CUT&RUN signals are serving as the experimental controls for the CUT&RUN assays. Enhancers are highlighted with light-brown boxes. (**b**) Co-localization analysis of Top1 ChIP-seq signals and TOP1cc CUT&RUN signals in DHT treated LNCAP cells. (**c**) Heatmaps show Top1 ChIP-seq signals and TOP1cc CUT&RUN signals at TOP1cc-enriched but Top1 ChIP-seq peak undetected regions. Additional 3 kb from the center of the peaks are shown, and the color scale shows the normalized tag numbers. (**d**) Genomic browsers show TOP1cc CUT&RUN signals, AR and Top1 ChIP-seq signals in DHT treated LNCAP cells. TOP1cc-enriched but Top1 peaks undetected regions are highlighted with light-purple boxes.

**Extended Data Fig. 2:**
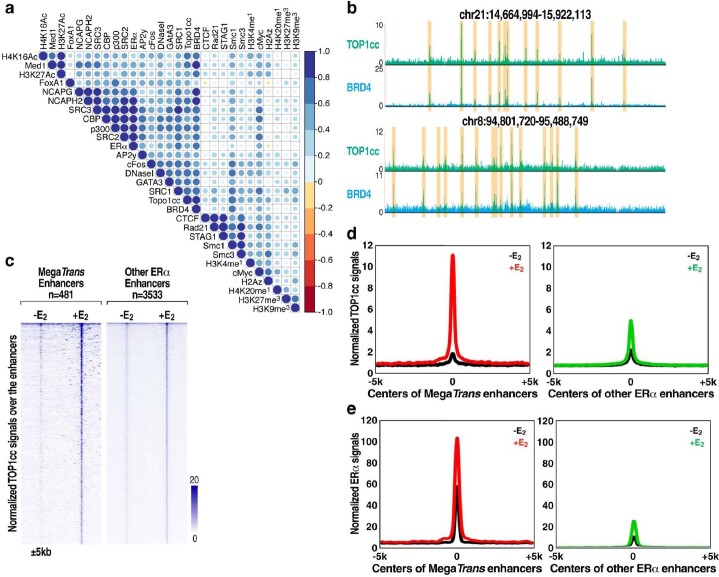
TOP1cc is associated with transcriptional activation at ERα marked active enhancers. (**a**) Pearson correlation between TOP1cc CUT&RUN signals with histone modifications, coactivators and other signals at the active enhancers in E_2_ treated MCF7 cells was plotted. (**b**) Genome browsers show TOP1cc CUT&RUN signals and BRD4 ChIP-seq signals at the selected loci in E_2_ treated MCF7 cells. TOP1cc and BRD4 overlapped regions are highlighted with light-brown boxes. (**c**) Heatmaps show TOP1cc CUT&RUN signals and ERα ChIP-seq signals at ERα marked robustly activated MegaTrans enhancers (n = 481) and ERα marked non MegaTrans enhancers (n = 3,533). Additional 3 kb from the center of the peaks are shown, and the color scale shows the normalized tag numbers. (**d, e**) Histogram plots show TOP1cc CUT&RUN signals (**d**) and ERα ChIP-seq signals (**e**) at ERα marked robustly activated MegaTrans and non MegaTrans enhancers. Additional 5 kb from the center of the peaks are shown, and the color scale shows the normalized tag numbers.

**Extended Data Fig. 3:**
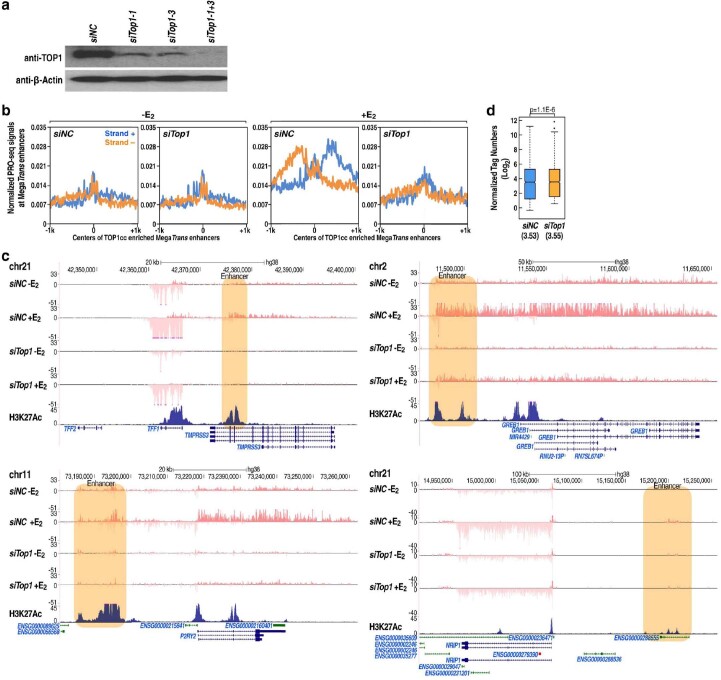
TOP1cc is required for E_2_-dependent enhancer activation. (**a**) Western blots show the expression of Top1 protein upon the knock-down of *Top1* mRNA with siRNAs. (**b**) Histogram plots show the normalized PRO-seq tag intensities at TOP1cc-enriched MegaTrans enhancers. Additional 1 kb from the center of the peaks is shown. (**c**) Box-and-whisker plots show PRO-seq tags (Log_2_) for other active enhancers (n = 3,533) upon the knock-down of *Top1* gene in MCF7 cells. P value generated from unpaired two-tailed t test denotes statistical differences between si*NC* and si*Top1* conditions. Center lines show the medians, box limits indicate the 25th and 75th percentiles, and whiskers extend 1.5× the interquartile range from the 25th and 75th percentiles. (**d**) Genome browsers show Top1 is required for E_2_ induced robustly activation of the selected genes and enhancers by PRO-seq. Enhancers are highlighted with light-brown boxes. Uncropped images for **a** are available as source data. Source data

**Extended Data Fig. 4:**
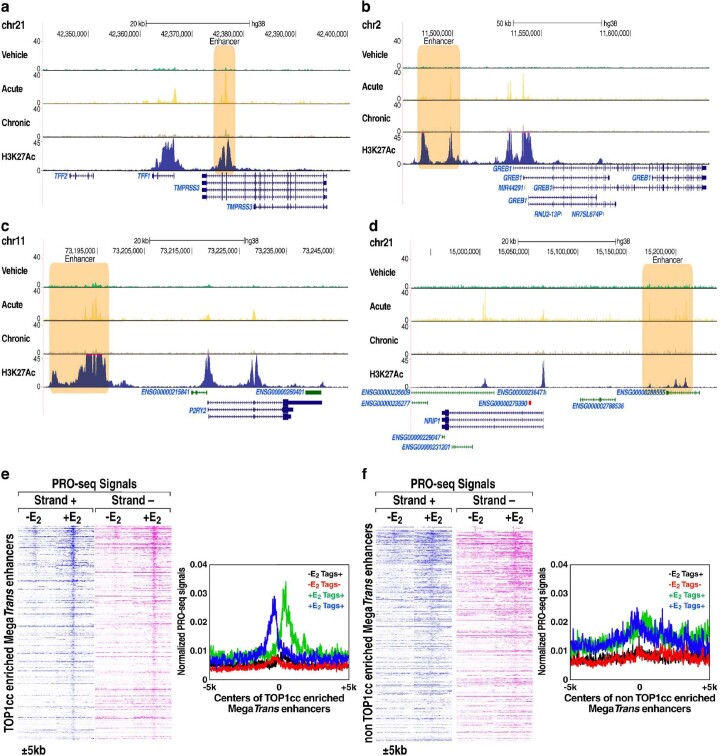
Enhancer RNAs are highly expressed at TOP1cc-enriched MegaTrans enhancers. (**a~d**) Genomic browsers show TOP1cc CUT&RUN signals and H3K27Ac ChIP-seq signals at the selected enhancers upon acute E_2_ (1 hr) treatment and chronical E_2_ (~14 hrs) treatment. Enhancers are highlighted with light-brown boxes. (**e**) Heatmaps and histogram plots show PRO-seq signals at TOP1cc-enriched MegaTrans enhancers. Additional 3 kb from the center of the peaks are shown, and the color scale shows the normalized tag numbers. (**f**) Heatmaps and histogram plots show PRO-seq signals at nonTOP1cc enriched MegaTrans enhancers. Additional 3 kb from the center of the peaks are shown.

**Extended Data Fig. 5:**
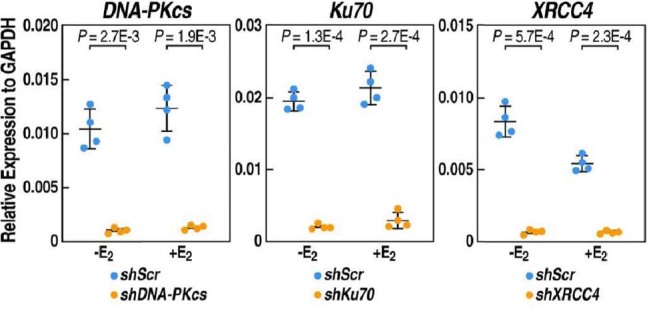
Knock-down efficiencies are shown. RT–qPCR results show the relative expression levels of *Ku70, XRCC4* and *DNA-PKcs* genes in response to *shRNA* treatments in MCF7 cells. Data are shown as mean ± SD (n = 3, two-tailed student’s t-test); n.s. = non-statistically significant. Raw data for these graphs are available as source data. Source data

**Extended Data Fig. 6:**
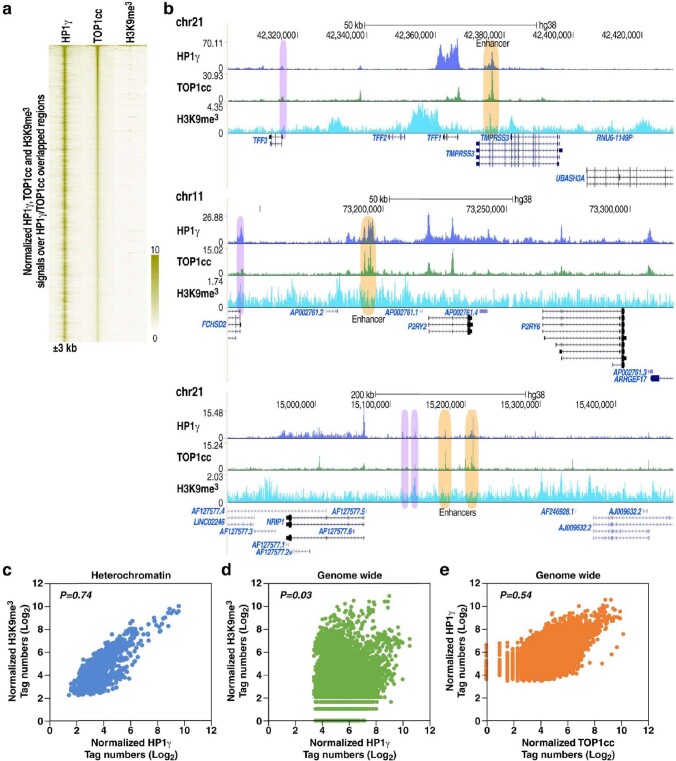
HP1γ signals are not correlated with H3K9me3 at euchromatin regions. (**a**) Heatmaps show the TOP1cc-seq signals and H3K9me3 ChIP-seq signals over TOP1cc and HP1γ co-bound regions. Additional 3 kb from the center of the peaks are shown, and the color scale shows the normalized tag numbers. (**b**) Genomic browsers show TOP1cc CUT&RUN signals, HP1γ and H3K9me3 ChIP-seq signals at selected loci. Enhancer and TOP1cc associated HP1γ are highlighted with light-brown boxes. H3K9me3 associated HP1γ are highlighted with light-purple boxes. (**C**) Spearman’s correlation analysis on the H3K9me3 ChIP-seq signals and HP1γ ChIP-seq signals at H3K9me3 enriched heterochromatin regions is shown. (**D**) Spearman’s correlation analysis on the H3K9me3 and HP1γ ChIP-seq signals at TOP1cc and HP1γ co-localized regions is shown. (**E**) Spearman’s correlation analysis on the TOP1cc CUT&RUN signals and HP1γ ChIP-seq signals at TOP1cc and HP1γ co-locolaized regions is shown.

**Extended Data Fig. 7:**
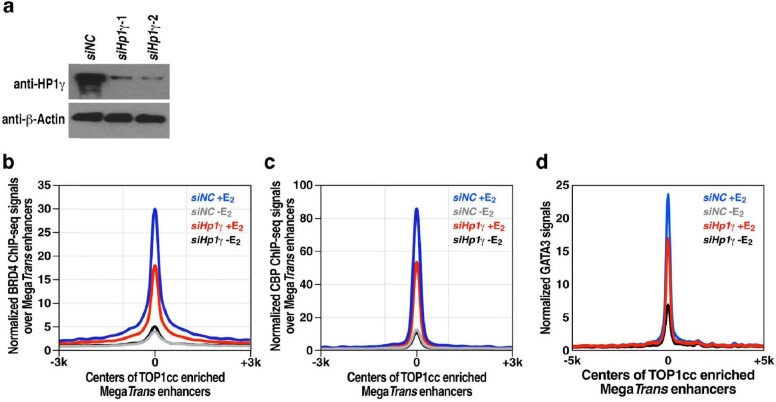
HP1γ is required for the acute enhancer activation. (**a**) Western blots show the expression of HP1γ protein in MCF7 cells. (**b**–**d**) Histogram plots show the normalized BRD4 (**b**), CBP (**c**) and GATA3 (**d**) ChIP-seq tags centered on peaks at TOP1cc-enriched MegaTrans enhancers. Additional 3 kb from the center of the peaks are shown. Uncropped images for **a** are available as source data. Source data

**Extended Data Fig. 8:**
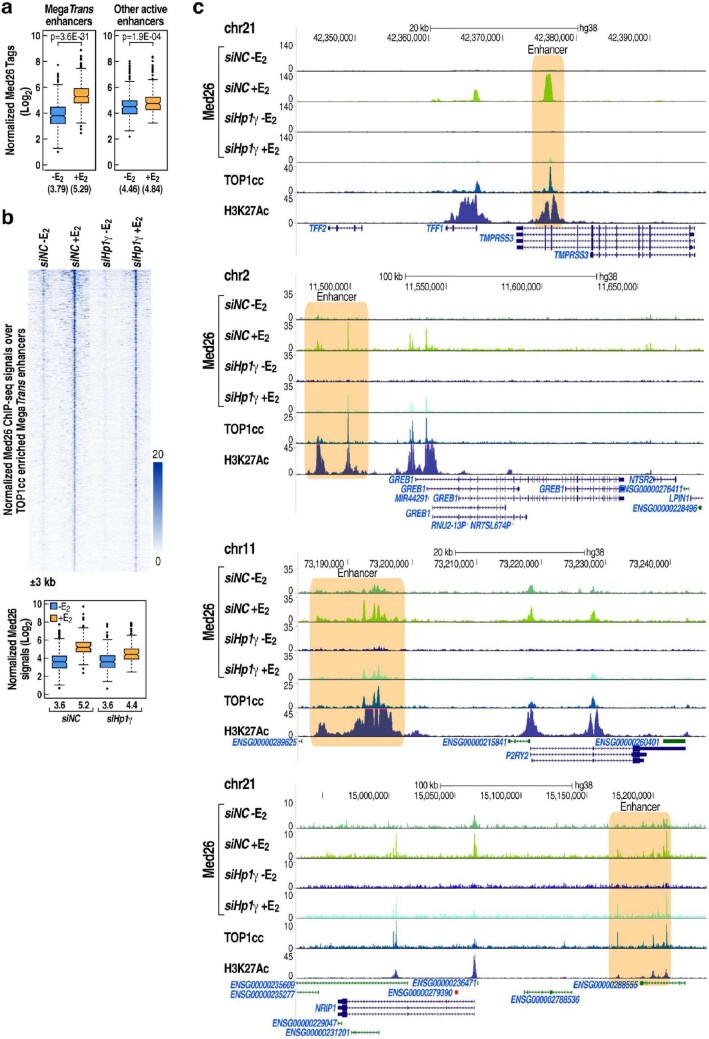
HP1γ is required for the tethering of Med26 to the acutely activated enhancers. (**a**) Box-and-whisker plots show Med26 ChIP-seq signals at and TOP1cc-enriched MegaTrans enhancers (n = 481) and other active enhancers (n = 3,533), which have similar eRNA expression levels with E_2_ treated TOP1cc-enriched MegaTrans enhancers in MCF7 cells. P values generated from unpaired two-tailed t test denote statistical differences between −E_2_ and +E_2_ conditions in the box-and-whisker plots. The median value of normalized Med26 ChIP-seq tags (Log_2_) are listed under the boxplots. (**b**) Heatmaps and box-and-whisker plots show Med26 ChIP-seq signals at TOP1cc-enriched MegaTrans enhancers (n = 481). Additional 3 kb from the center of the peaks are shown, and the color scale shows the normalized tag numbers, P values generated from unpaired two-tailed t test denote statistical differences between *shNC* + *E*_*2*_ and *siHp1γ* + *E*_*2*_ conditions in the box-and-whisker plots. The median values of normalized Med26 ChIP-seq tags (Log_2_) are listed under the boxplots. (**c**) Genomic browsers show Med26 ChIP-seq, H3K27Ac ChIP-seq, and TOP1cc CUT&RUN signals at the selected gene locus. Enhancers are highlighted with light-brown box. For **a** and **b**, center lines show the medians, box limits indicate the 25th and 75th percentiles, and whiskers extend 1.5× the interquartile range from the 25th and 75th percentiles. The median values of normalized Med26 ChIP-seq tags (Log_2_) are listed under the boxplots.

**Extended Data Fig. 9:**
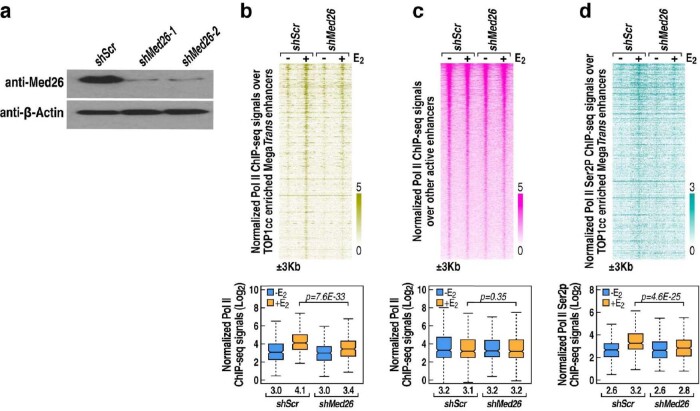
Med26 is involved in the transcriptional activation at enhancers. (**a**) Western blots show the expression of Med26 protein upon the knock-down of *Med26* with shRNAs. (**b**) Heatmaps and box-and-whisker plots show Pol II ChIP-seq signals and PolIISer2p ChIP-seq signals at TOP1cc-enriched MegaTrans enhancers (n = 481). (**c**) Heatmaps show Pol II ChIP-seq signals at other active enhancers (n = 3,533). (**d**) Heatmaps and box-and-whisker plots show PolIISer2p ChIP-seq signals at TOP1cc-enriched MegaTrans enhancers (n = 481). For **b**, **c** and **d**, additional 3 kb from the center of the peaks are shown, and the color scale shows the normalized tag numbers. For **b**, **c** and **d**, P values generated from unpaired two-tailed t test denote statistical differences between *shSrc* and *shMed26* under E_2_ conditions in the box-and-whisker plots. Center lines show the medians, box limits indicate the 25th and 75th percentiles, and whiskers extend 1.5× the interquartile range from the 25th and 75th percentiles. The median values of normalized Pol II ChIP-seq tags (Log_2_) are listed under the boxplots. Uncropped images for **a** are available as source data. Source data

**Extended Data Fig. 10:**
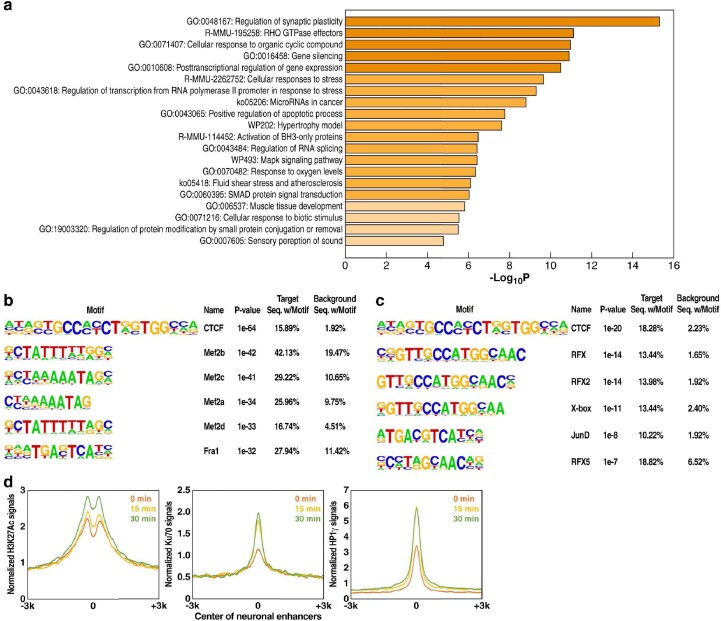
TOP1cc/HP1γ/Ku70 are employed in neuronal enhancers. (**a**) Gene ontology analysis shows the functions of genes induced by 30 mins of KCl treated primary cortical neurons. (**b**) Motifs for sequences within 200 bp of the summit of the TOP1cc-enriched neuronal enhancers in KCl treated primary cortical neurons are presented. (**c**) Motifs for sequences within 200 bp of the summit of the non-TOP1cc-enriched neuronal enhancers are presented. For **b** and **c**, P values generated from two-tailed binomial test denote statistical differences between the target and background sequences for enrichment. (**d**) Histogram plots show the normalized H3K27Ac, HP1γ and Ku70 ChIP-seq tag intensities centered on peaks at TOP1cc-enriched neuronal enhancers. Additional 3 kb from the center of the peaks are shown.

## Data Availability

Most data are available in the main text or the supplementary materials. Whole genome sequencing datasets have been deposited to NCBI GSE135808. Please direct any requests for further information or reagents to the lead contact M.G.R., School of Medicine, UCSD, La Jolla, CA 92093, USA. Source data are provided with this paper.

## Source data

Source Data Fig. 1b,d Source data for Fig. 1b,d.
Source Data Fig. 2c,e–f Source data for Fig. 2c,e–f.
Source Data Fig. 3b,e–f Unprocessed western blots for Fig. 3b,e–f.
Source Data Fig. 3h Source data for Fig. 3h.
Source Data Fig. 4c Unprocessed western blots for Fig. 4c.
Source Data Fig. 5c Source data for LNCAP and MCF7 cells in Fig. 5c.
Source Data Extended Data Fig. 3a Unprocessed western blots for Extended Data Fig. 3a.
Source Data Extended Data Fig. 5 Source data for Extended Data Fig. 5.
Source Data Extended Data Fig. 7a Unprocessed western blots for Extended Data Fig. 7a.
Source Data Extended Data Fig. 9a Unprocessed western blots for Extended Data Fig. 9a.

# Supplementary material for: Signal-induced enhancer activation requires Ku70 to read topoisomerase1–DNA covalent complexes
**Source:** Nat Struct Mol Biol. 2023 Feb 6;30(2):148–58. doi: 10.1038/s41594-022-00883-8

Fig.1b

	ATAC	SMC1	RAD21	CTCF	H3K4me3	H3K9me3	H3K27Ac	H3K4me2	H3K27me3	H2Az	H4K16Ac	H4K20me1
Numbers<br>of TOP1cc<br>Peaks	12451	10922	9036	4694	6331	896	15103	14488	253	9995	13326	1097

Fig.1d

75KD

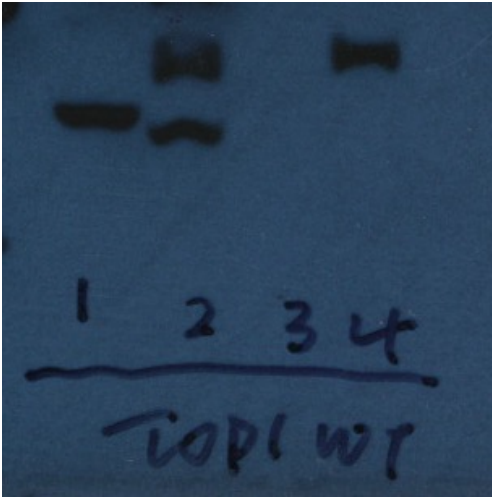

75KD

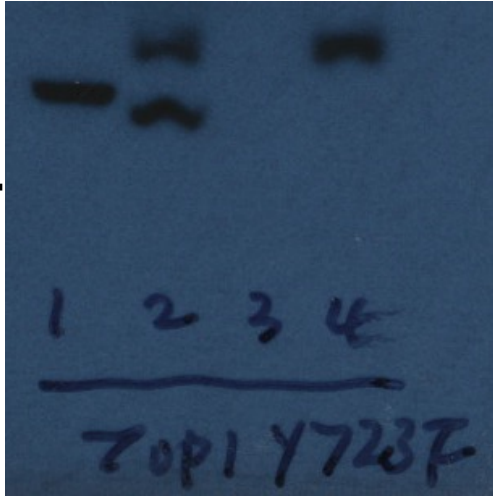

- 1: CTRL gRNA DOX -
- 2: CTRL gRNA DOX +
- 3: Top1 gRNA DOX -
- 4: Top1 gRNA DOX +

37KD

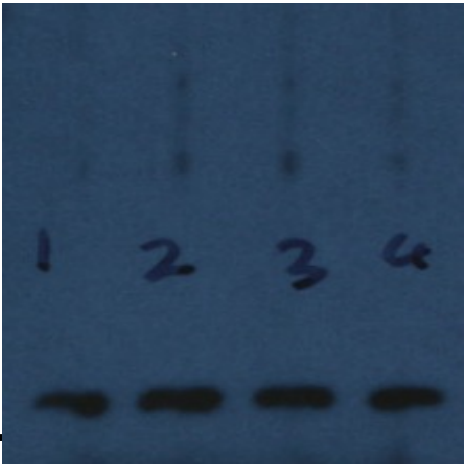

37KD

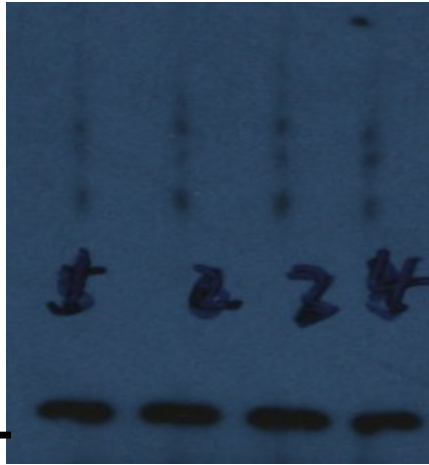

**Supplement:** Source Data Fig. 1b,d — Source data for Fig. 1b,d.

# Supplementary material for: Signal-induced enhancer activation requires Ku70 to read topoisomerase1–DNA covalent complexes
**Source:** Nat Struct Mol Biol. 2023 Feb 6;30(2):148–58. doi: 10.1038/s41594-022-00883-8
**Supplement:** Source Data Fig. 2c,e–f — Source data for Fig. 2c,e–f.

Fig.2c

Tff1<br>enhancer<br>RNA	Ctrl gRNA			Top1 gRNA			Ctrl gRNA+TOP1wt			Top1p gRNA+TOP1wt		
Veh	30.7434	30.3447	30.0745	30.0988	30.1051	29.9699	31.5589	31.7392	31.3467	30.4551	30.0598	29.581
E2	27.7381	27.4425	27.257	30.3438	30.5551	29.8627	28.2824	28.8944	28.7488	28.3487	28.2801	28.6079
Tff1<br>enhancer<br>RNA	Ctrl gRNA			Top1 gRNA			Ctrl gRNA+TOP1Y723F			Top1 gRNA+TOP1Y723F		
Veh	31.0588	30.4115	31.1347	31.2679	30.2473	30.6532	30.3148	30.4984	29.4187	29.8362	29.792	29.7208
E2	27.6647	27.6716	27.9447	29.8459	29.9313	30.5178	28.9493	28.4241	28.1241	29.5582	30.0564	29.5668
Greb1<br>enhancer<br>RNA	Ctrl gRNA			Top1 gRNA			Ctrl gRNA+TOP1wt			Top1 gRNA+TOP1wt		
Veh	29.5415	29.107	28.8297	30.2717	30.1076	29.8103	30.896	30.3272	30.3265	28.9953	29.3456	29.2663
E2	27.2226	27.249	27.1241	29.8072	30.8419	30.2547	27.8924	27.9434	28.3649	26.4636	26.415	26.0592
Greb1<br>enhancer<br>RNA	Ctrl gRNA			Top1 gRNA			Ctrl gRNA+TOP1Y723F			Top1 gRNA+TOP1Y723F		
Veh	32.1317	31.4529	31.8146	31.5731	31.3059	31.6099	31.3371	31.877	30.4073	31.2756	30.9844	30.9309
E2	28.0093	27.4344	27.957	31.0692	30.9817	31.6685	28.8717	28.8548	28.2234	29.9076	29.8539	30.1048
GAPDH WT	Ctrl gRNA			Top1 gRNA			Ctrl gRNA+TOP1wt			Top1p gRNA+TOP1wt		
Veh	19.8342	19.9367	19.8082	20.184	20.008	20.1231	21.3772	21.0674	21.3414	20.0013	19.7739	19.468
E2	20.1821	20.2778	20.2863	20.6566	20.5498	20.0617	20.9756	21.165	21.6533	19.3248	19.5798	19.3479
GAPDH<br>Y723F	Ctrl gRNA			Top1 gRNA			Ctrl gRNA+TOP1wt			Top1p gRNA+TOP1wt		
Veh	21.2214	21.0442	21.5489	21.6588	21.2092	21.7635	21.1557	21.2056	20.4022	20.8221	20.6991	20.8183
E2	20.4533	20.2698	20.9864	21.3825	20.9766	21.8679	21.5649	21.1253	21.128	20.884	21.1534	20.845

Fig.2e

FoxC1	siNC			siTop1		
Veh	29.6849	29.7959	28.8874	29.8454	29.5674	30.263
E2	27.8247	28.3695	27.7598	29.2396	29.1515	29.6721
Greb1	siNC			siTop1		
Veh	25.3366	25.9371	25.9712	25.6995	25.9119	26.1364
Acute E2	23.8902	23.9549	23.868	25.5626	25.5441	25.583
KCNK5	siNC			siTop1		
Veh	28.9357	29.4611	29.4995	29.1796	29.2502	29.4112
Acute E2	25.1022	25.1451	25.1599	26.9462	27.7516	27.2649
Nrip1	siNC			siTop1		
Veh	27.4841	27.9175	27.8048	27.6543	27.7772	27.6944
Acute E2	26.5885	26.5946	26.5901	28.2988	28.0861	28.5658
P2ry2	siNC			siTop1		
Veh	25.943	25.9357	25.8597	25.9353	26.0011	25.983
Acute E2	24.6647	24.879	24.5725	26.4657	26.076	26.654
Pgr	siNC			siTop1		
Veh	29.944	29.6732	29.9601	29.5249	29.3555	29.7054
Acute E2	25.2472	25.6536	25.6112	27.4189	27.2161	27.785
GAPDH	siNC			siTop1		
Veh	18.3460	18.4692	18.5924	19.2389	18.8266	18.4143
Acute E2	19.5752	19.8070	20.0388	19.6882	19.4900	19.2918

Fig.2f

FoxC1	siNC			siTop1		
Veh	30.8060	30.3624	30.5947	30.9946	31.1628	31.0404
E2	28.8686	28.9420	28.0666	28.7520	28.3115	28.9928
Greb1	siNC			siTop1		
Veh	26.0103	26.5312	26.5033	27.1830	27.2081	27.4061
E2	22.8415	22.1470	22.3874	22.5283	22.4862	22.7350
KCNK5	siNC			siTop1		
Veh	27.9587	28.0875	28.0385	29.4933	29.1043	29.4735
E2	24.5030	25.1303	24.7989	25.0030	25.7384	25.4085
Nrip1	siNC			siTop1		
Veh	27.8245	27.8697	27.8074	27.9856	27.9506	28.0907
E2	25.7532	26.1701	25.6988	25.7234	25.6770	26.0465
P2ry2	siNC			siTop1		
Veh	26.0559	25.8524	25.6825	27.0265	27.0454	27.3733
E2	26.2927	26.9815	26.9538	26.3202	26.0201	26.6523
Pgr	siNC			siTop1		
Veh	24.3637	24.0588	24.3076	24.9678	26.8643	25.6161
E2	24.1719	24.5601	24.3070	24.3382	24.1591	24.6665
GAPDH	siNC			siTop1		
Veh	19.5656	19.3852	19.4093	20.0169	19.9417	20.0111
E2	19.6378	19.9172	19.5799	19.6193	19.5723	19.8028

# Supplementary material for: Signal-induced enhancer activation requires Ku70 to read topoisomerase1–DNA covalent complexes
**Source:** Nat Struct Mol Biol. 2023 Feb 6;30(2):148–58. doi: 10.1038/s41594-022-00883-8

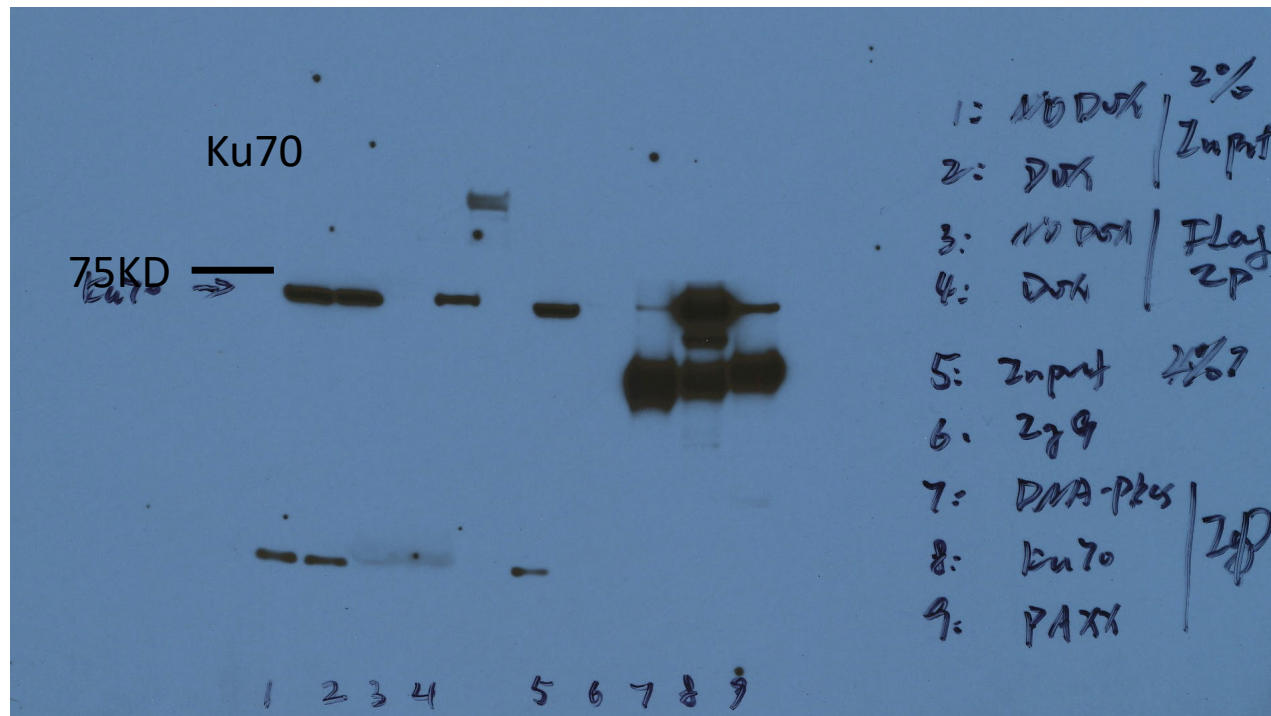

Fig.3b

DNA-PKcs

250KD

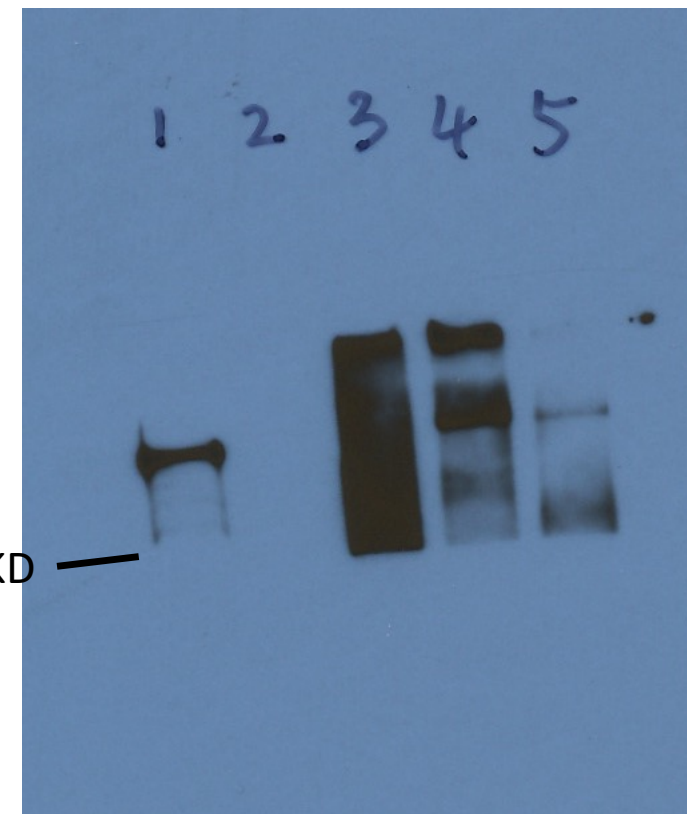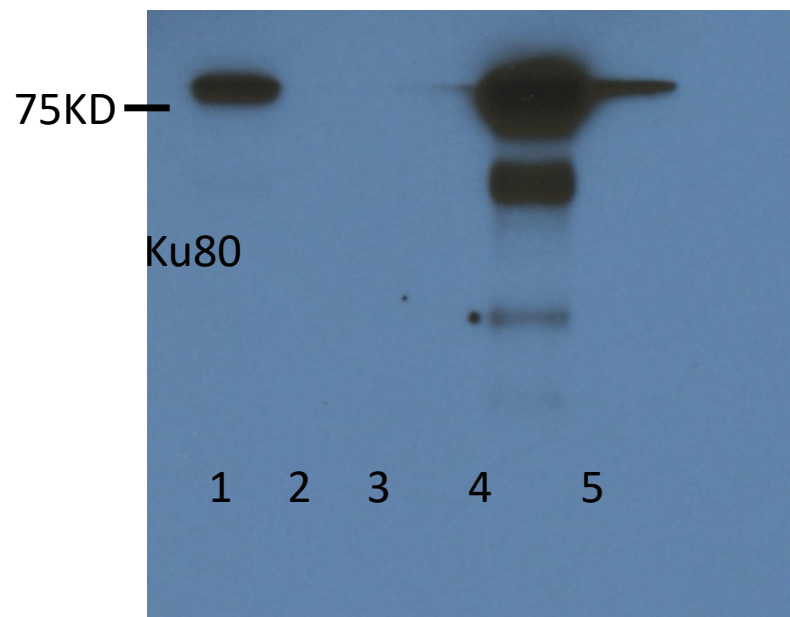

Topo1

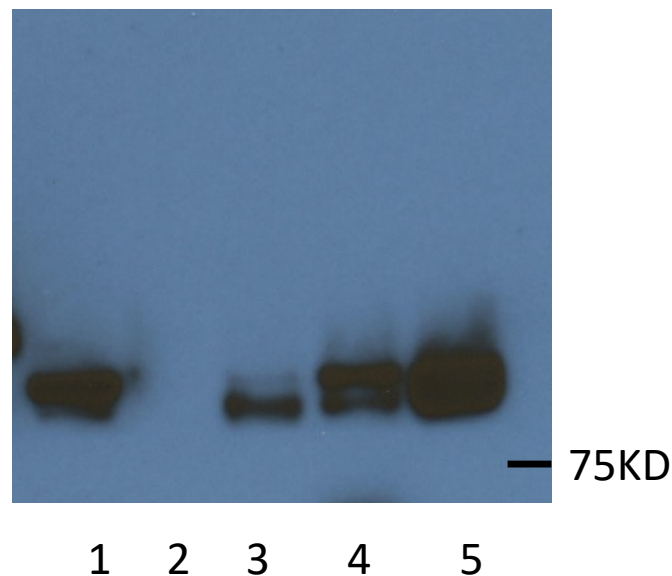

1: Input
2: IgG IP
3: DNA-PKcs IP
4: Ku70 IP
5: PAXX IP
PAXX IP was not employed in this manuscript.

Fig.3e

Flga-Top1
Top1

75KD —

1. 2. 3. 4. 5. 6

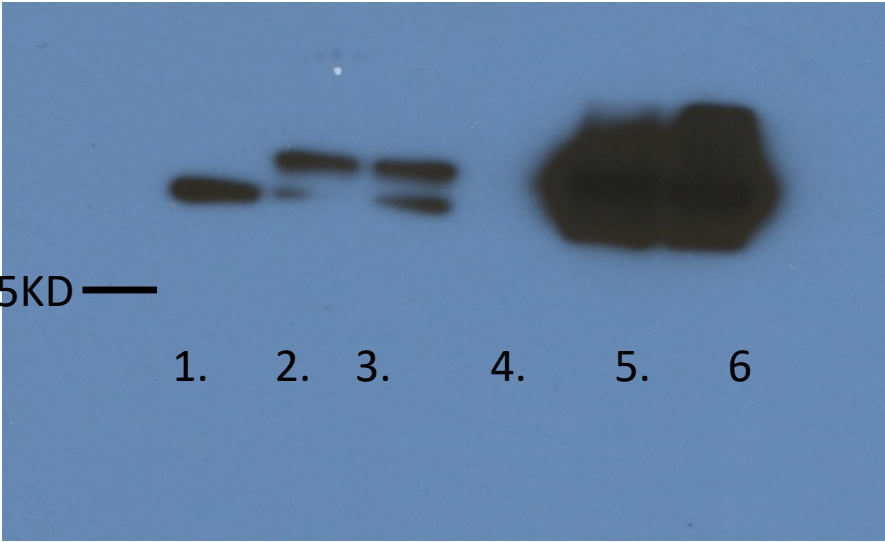

75KD —

Ku70 →

Fig3e

1 2 3 4 5 6

Input [1: No Dox
2: TOP1N + Dox
3: TOP1MN + Dox

Flag [4: No Dox
5: TOP1N
6: TOP1MN

Fig.3f

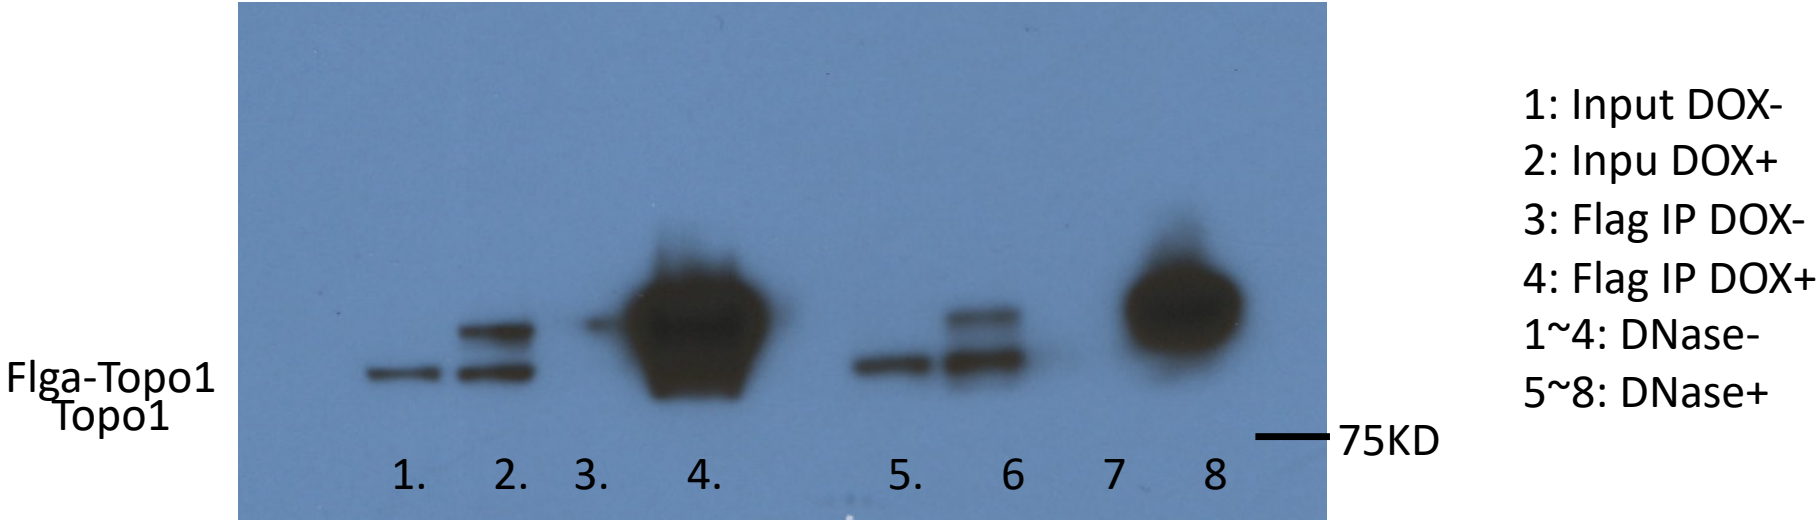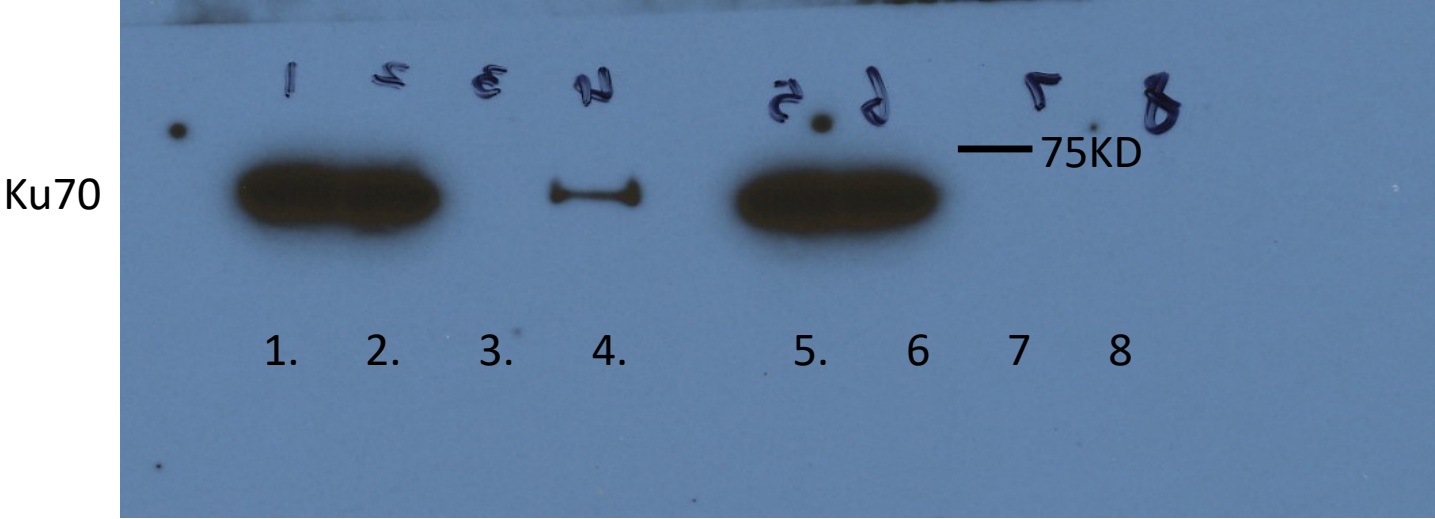

**Supplement:** Source Data Fig. 3b,e–f — Unprocessed western blots for Fig. 3b,e–f.

# Supplementary material for: Signal-induced enhancer activation requires Ku70 to read topoisomerase1–DNA covalent complexes
**Source:** Nat Struct Mol Biol. 2023 Feb 6;30(2):148–58. doi: 10.1038/s41594-022-00883-8
**Supplement:** Source Data Fig. 3h — Source data for Fig. 3h.

Fig.3h

Tff1e	Veh			E2		
shScr	31.8143	31.4967	31.2519	27.9261	28.1227	28.1221
shKu70	32.2257	31.1214	31.4835	30.0624	30.6331	30.5235
shXRCC4	32.5831	32.5338	33.1285	29.5653	29.2727	29.5708
shDNA-PKcs	33.052	32.6681	32.3361	31.1024	31.6195	30.5451
Greb1e	Veh			E2		
shScr	27.4643	26.8323	27.1907	24.0401	23.8902	23.751
shKu70	26.9044	26.4366	26.7304	25.5864	25.6277	25.5593
shXRCC4	27.5263	26.8499	28.0674	25.3453	25.2316	25.3664
shDNA-PKcs	28.4047	27.7524	27.5365	27.7412	26.2426	26.0034
GAPDH	Veh			E2		
shScr	19.7345	19.0887	19.5347	18.4944	18.3485	18.5649
shKu70	19.213	19.0036	19.4223	18.7529	18.9159	18.8111
shXRCC4	19.6739	19.0731	20.0043	19.7873	19.6998	19.9339
shDNA-PKcs	20.5213	20.1374	19.8392	18.5528	18.4209	18.4963

# Supplementary material for: Signal-induced enhancer activation requires Ku70 to read topoisomerase1–DNA covalent complexes
**Source:** Nat Struct Mol Biol. 2023 Feb 6;30(2):148–58. doi: 10.1038/s41594-022-00883-8
**Supplement:** Source Data Fig. 5c — Source data for LNCAP and MCF7 cells in Fig. 5c.

Fig.5c--LNCAP

Klk2	Veh			DHT		
siNC	30.8429	30.0779	30.8475	26.9292	26.7743	27.7502
siTop1	30.7437	29.9154	29.4502	30.4851	30.6382	31.6751
siKu70	31.2806	29.4497	30.3386	31.3249	30.681	30.5935
siHP1g	31.2642	31.7862	31.1467	31.9324	30.9029	31.0302
Klk3	Veh			DHT		
siNC	23.605	22.7684	23.4504	21.1788	20.5675	22.718
siTop1	22.4749	23.3937	23.6831	23.8771	23.3746	23.8004
siKu70	23.1014	22.0506	22.8434	23.6601	23.9575	23.7042
siHP1g	22.5713	22.3234	22.7403	24.4293	23.8372	24.4099
Tmprss2	Veh			DHT		
siNC	28.404	27.6966	27.4347	23.5563	23.3138	24.9179
siTop1	27.0032	26.8498	27.4028	27.19	26.166	26.4029
siKu70	27.4875	26.5725	27.1867	26.4167	26.8637	26.5071
siHP1g	27.3213	26.9279	27.0986	26.2638	26.4952	26.4999
GAPDH-LNCAP	Veh			DHT		
siNC	19.8196	18.9167	19.3953	18.9494	18.6388	19.9525
siTop1	19.0561	18.8619	19.3036	18.6527	18.4995	18.9603
siKu70	19.5333	18.7427	19.3789	18.6662	18.8224	18.7280
siHP1g	18.8148	18.6489	18.9697	18.6467	18.7492	18.8891

Fig.5c—MCF7

IL6	Veh			TNFa		
siNC	34.4491	33.1027	33.9605	31.2763	31.1291	32.5493
siTop1	33.8697	33.9085	34.5056	32.5262	32.6892	33.6184
siKu70	34.6893	33.0385	33.3569	33.0653	33.0635	32.9509
siHP1g	35.163	35.8444	35.0157	33.6732	32.3675	32.7092
IL8	Veh			TNFa		
siNC	32.5569	32.05	32.822	23.3704	23.2838	24.8641
siTop1	32.0758	32.7941	33.4971	26.735	26.3687	26.5424
siKu70	33.114	32.0081	33.0277	26.2184	26.2161	26.1375
siHP1g	32.7965	33.593	34.0722	25.4579	25.0412	25.8382
CCl2	Veh			TNFa		
siNC	32.3363	34.8167	32.7432	21.4828	21.2678	23.0206
siTop1	31.851	31.8239	32.936	26.221	25.2572	25.2306
siKu70	32.169	31.4085	32.7722	24.857	25.366	25.0335
siHP1g	33.303	32.6807	32.4246	26.4084	26.4173	26.5838
GAPDH-MCF7	Veh			TNFa		
siNC	20.0767	20.1183	20.5495	19.9805	19.4955	20.9685
siTop1	20.1872	19.9482	20.7900	19.6630	19.5364	19.7924
siKu70	20.7744	19.8908	20.6520	19.6975	19.9253	19.7205
siHP1g	20.1602	20.0612	20.2494	19.6760	19.6165	19.8890

# Supplementary material for: Signal-induced enhancer activation requires Ku70 to read topoisomerase1–DNA covalent complexes
**Source:** Nat Struct Mol Biol. 2023 Feb 6;30(2):148–58. doi: 10.1038/s41594-022-00883-8
**Supplement:** Source Data Extended Data Fig. 5 — Source data for Extended Data Fig. 5.

Extended Data Fig.5

DNA-PKcs	shTRC			shDNA-PKcs		
Veh	26.242	25.8439	25.8362	30.6601	30.011	30.2162
E2	24.7328	24.7099	24.685	28.2436	28.3287	27.9441
Ku70	shTRC			shKu70		
Veh	25.4949	24.8576	25.1883	28.2596	28.0842	28.1383
E2	24.2142	23.9994	23.9469	27.7649	27.8376	27.2528
XRCC4	shTRC			shXRCC4		
Veh	26.5881	26.1151	26.2192	30.2567	30.0858	30.3248
E2	26.1592	25.8528	26.1737	30.6288	30.374	30.5167
GAPDH	shTRC			shDNA-PKcs		
Veh	19.7345	19.0887	19.5347	20.5213	20.1374	19.8392
E2	18.4944	18.3485	18.5649	18.5528	18.4209	18.4963
GAPDH	shTRC			shKu70		
Veh	19.7345	19.0887	19.5347	19.213	19.0036	19.4223
E2	18.4944	18.3485	18.5649	18.7529	18.9159	18.8111
GAPDH	shTRC			shXRCC4		
Veh	19.7345	19.0887	19.5347	19.6739	19.0731	20.0043
E2	18.4944	18.3485	18.5649	19.7873	19.6998	19.9339

How the deposited data were processed for this re-analysis (not part of the article)

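The data are 45 lists of ChIP–seq peaks, 1 per library, for 26 conditions of HP1γ, Ku70, Ku80 and GATA3 in MCF7 cells and of HP1γ and Ku70 in LNCaP cells. The labels describe 104 libraries, and 59 of them had no list, so Pol II, ERα, histone marks and coactivators were left out, as was HP1γ under siTop1. E_2_ and DHT were given at 100 nM and TNFα at 20 ng per ml, for 1 h or 14 h, with 0.05% ethanol as vehicle. The paper gives 1 h for acute treatments, vehicle included, and no list is labelled as a vehicle of 14 h. The paper describes its ChIP–seq replicates as biological, but the labels do not say which lists come from separate cultures. Exact permutation and sign flip p values of libraries therefore measure the spread between these samples. The p values of gene lists and motifs rest on counts of genes or regions and hold no spread between samples.

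The authors aligned reads with Bowtie 2 to genome build GRCh38 and called peaks with HOMER in factor style in each library, without a control library. The file headers give a false discovery rate of 0.001, 4-fold enrichment over the local 10 kb at a Poisson p of 0.0001, and tags normalized to 10 M. At most 1 tag per position was kept in 44 lists and 2 in 1 list. The methods describe pooled and reproducible peaks, but the deposited lists are those of single libraries. The deposited score has the value 1 for every peak, since the authors' conversion dropped tag counts and peak scores, so peak heights were not compared. Libraries held 8.62 M to 48.3 M tags (median 17.9 M), and median peak widths were 133 to 607 bp. Depth differs between groups, and in some groups peak number rose with it: Ku70 with E_2_ had 8757 peaks at 16.0 M tags and 42528 at 29.9 M. In others it did not: HP1γ with E_2_ had 13138 peaks at 16.4 M tags and 9647 at 21.5 M.

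Of 489374 peaks, 2042 on contigs other than chromosomes 1 to 22 and X were left out, and 0 lay beyond chromosome ends. Peaks that overlapped by at least 1 bp were merged into regions over the libraries compared. Gained, lost and shared regions were defined by presence in every library of one group and in none, or some, of the other. A consensus region was called in at least 2 libraries of its group, and distal regions lay at least 3 kb from any start site of GENCODE release 44. Regions were assigned to the nearest protein-coding start site within 200 kb. Peak numbers were compared on the log_2_ scale by two-sided exact permutation of libraries, whose smallest p is 0.1 for 3 against 3 and for 2 against 3, and 0.333 for 2 against 2. Single libraries were compared with intervals from Poisson counts, which leave out variation between libraries. The 19 comparisons of peak number include those of 14 h and of siRNA in vehicle, which were added after the data were seen.

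Gene lists were tested in 12 comparisons: 13 lists, each against 10000 random lists of genes with similar numbers of regions, one-sided, with p adjusted by the Benjamini–Hochberg method within a comparison. The 7 comparisons with replicates gave 91 such p values, and the 5 of single libraries gave percentiles only. The lists hold estrogen-response (38 genes), androgen target (33), NFκB target (36), p53 target (19), immediate early (20), luminal identity (23), housekeeping (24), histone (74), silent in breast (27) and chromosome 19 zinc finger genes (249), and the paper's estrogen loci (7), androgen genes (3) and TNFα genes (3). The motifs of the estrogen and androgen response elements, FOXA, NFκB, AP1, AP2, GATA and CTCF were searched on both strands within 100 bp of region centres. Frequencies in gained (or lost) and shared regions were compared by two-sided Fisher's exact test, adjusted over 8 motifs in each comparison, 96 tests in all. No adjustment was made between comparisons.

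A rule set the genes that could be named. These were every gene of the paper's lists and, in each comparison, up to 12 members of the list that fits the treatment. Those members had a gained region and were taken in order of gained regions, then symbol. Not all of these genes are named in the text. In each comparison of E_2_ with vehicle, the 10 genes with the most gained regions could be named as well. AREG and SIAH2, and members of other lists with 5 genes or fewer, were named after their values were seen. Comparisons, gene lists, motifs, this rule and most alternatives were set before the data were examined. The ratio of gained to lost regions was set in advance for HP1γ and Ku70 with E_2_ at 1 h alone. For the other comparisons this ratio and its alternatives were added. The alternatives were distal peaks only, centres within 200 bp, overlap of at least 50% of both peaks, regions of every library or of at least 1, covered length, no peaks on chromosomes 1, 3, 17 and 20, assignment within 50 kb, motifs within 250 bp, each library left out in turn and the replicate number as a block. Alternatives chosen after the data were seen were the share of tags in peaks, lists shortened to equal length in file order, distal gained against distal shared regions, and lists without the 29 regions called in at least 40 of the 45 lists.

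The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, bedtools 2.31.1 and matplotlib 3.10.9. Overlaps of 12000 random intervals were checked against bedtools, with 0 differences. Tested on simulated data, the scripts recovered 200 of 200 planted gained and 50 of 50 planted lost regions. Of 200 null gene lists, 6 had p of 0.05 or less, and 100 of 100 lists with 10 planted genes did.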

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

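The contrast between 1 h and 14 h and the tests that weigh it were chosen after the values were seen.

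HP1γ had more peaks than vehicle at 1 h of E_2_ and fewer at 14 h, and every experiment moved that way at each time. Against the same 3 vehicle libraries, the log_2_ difference was 0.93 at 1 h and −1.34 at 14 h (2986 ± 1787 peaks, SD, n = 3), so that the effects lie 2.27 apart. The vehicle libraries cancel in this gap, which is the difference between the libraries of 1 h and 14 h. It gave p = 0.1 in a two-sided exact permutation test, the smallest that 20 regroupings allow. At 14 h, 265 regions were lost and 2 gained (log_2_ ratio −6.47, or −2.02 without 14 h replicate 3), and 41.1% of the lost regions were distal. SIAH2, a ubiquitin ligase, was the 1 of 38 estrogen-response genes with a lost region, against 1.04 in random lists. Near FOXC1, the region from 1641197 to 1641842 on chromosome 6 was called in 3 of 3 libraries at 1 h, 1 of 3 at 14 h and 0 of 3 with vehicle, but with siNC in 1 of 2 libraries with E_2_ and 1 of 2 with vehicle. The paper reports TOP1cc and expression at 14 h of E_2_ and does not report HP1γ at that time.

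Depth may play a part at 14 h but is an unlikely source of the 1 h difference. In the 2 experiments where the E_2_ library held fewer tags than its vehicle, it still had more peaks by 0.55 and 1.00 on the log_2_ scale, beyond the vehicle range of 0.23. At 14 h, all 3 libraries held fewer tags than their vehicle (36.6% to 88.2% of its tags), and the difference was −0.64 without 14 h replicate 3, so depth and time cannot be told apart. With 10 splits of 6 libraries, the share as large cannot fall under 0.1: the 548 gained regions of 1 h had 370 as the highest other count, and the 265 lost regions of 14 h had 307. A change in HP1γ between 1 h and 14 h could add to the difference, and deeper 14 h libraries would be needed to tell.

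With TNFα, HP1γ in experiment 4 also had more peaks than vehicle at 1 h (0.53) and fewer at 14 h (2663 peaks, −1.30), effects that lie 1.83 apart. With 1 library at each time, this difference was not tested.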

How the results depend on the processing

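The share of tags in peaks, equal length by file order and distal gained against distal shared regions were chosen after the data were seen, as were all alternatives for 14 h and for siRNA in vehicle. Ratios of gained to lost regions, other than those of HP1γ and Ku70 with E_2_ at 1 h, count with their alternatives as added too.

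Of 548 alternatives set in advance, 447 kept the direction and the side of the test's threshold (without a test, a value within its spread), 8 were weaker, 29 stronger, 20 reversed and 44 moved, and of 319 added ones these were 267, 7, 5, 25 and 15. Results that cannot pass their test, such as the overlaps of siKu70 and S83D libraries, count as kept even where their values moved several-fold (−23.9 to −2.60 and 24.0 to 1.83 percentage points at equal length). Equal length takes away the difference in peak number, so both moves were set in large part by the cut. In every comparison with replicates, the difference in peak number kept its direction under every alternative, and none passed a test, since 2 or 3 libraries per group allow no p under 0.1. Counts of gained and lost regions depend most on single libraries and on list length. They also depend on the number of libraries in each group, since a gained or lost region must be called in every library of its group. Depth limits all counts, because a list without heights cannot be brought to equal depth. A stricter score threshold and equal length by score were not run, because the score is constant, and odds ratios with 0 motifs in both sets have no value. Apart from leave-outs and distal or shortened lists, which hold fewer peaks by construction, the cause was not tested.

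Values of peak number below are log_2_ differences. Distal peaks only: Ku80 −0.57, HP1γ TNFα 1 h 0.43 and 14 h −1.42, Ku70 TNFα 1 h 3.74; HP1γ 224 gained and 7 lost, Ku70 570 gained and 0 lost with E_2_; GATA3 gained against lost −0.046 in place of 0.021; overlap of HP1γ with Ku70 32.5%. Share of tags in peaks: Ku80 −0.21, GATA3 with E_2_ −0.22, GATA3 with vehicle −0.067 in place of 0.16, GATA3 siNC E_2_ against vehicle 0.091, Ku70 TNFα 1 h 3.22 and 14 h 0.87, HP1γ TNFα 14 h −1.17. Covered length: GATA3 with E_2_ −0.064 and with vehicle 0.083, Ku70 TNFα 1 h 3.03 and 14 h 1.04, HP1γ TNFα 14 h −1.17. Mean of all vehicle libraries: HP1γ TNFα 1 h 0.60 and 14 h −1.23, Ku70 TNFα 1 h 1.46 and 14 h −0.66 in place of 1.37, Ku70 E_2_ 14 h −1.07 in place of 0.96. Equal length by file order: HP1γ 100 gained and 50 lost, Ku70 55 gained and 3 lost with E_2_. Without 1 library: HP1γ with E_2_ 745 to 1585 gained and 29 to 125 lost, Ku70 with E_2_ 997 to 18847 gained and 3 to 37 lost, overlap 42.1% to 82.9%, gained against lost with DHT −0.55 to 2.93 for HP1γ and −0.49 to 2.74 for Ku70 on the log_2_ scale. Peak centres within 200 bp: Ku70 2 lost, overlap 35.5%. The overlap was 29.3% for at least 50% of both peaks, 37.4% without chromosomes 1, 3, 17 and 20, 50.1% for regions of every library and 67.9% for those of at least 1. Assignment within 50 kb: NFκB targets with Ku70 and TNFα 93.1 percentile, androgen targets with HP1γ and DHT adjusted permutation p = 0.0819. Fisher's exact test on regions: androgen targets with Ku70 and DHT adjusted p = 0.000174.

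As a replicate block, the replicate number gave 1.33 for Ku70 with E_2_ (exact sign flip p = 0.5), 0.93 for HP1γ with E_2_ (p = 0.25), 37 lost Ku70 regions in place of 1, and no other call that differs. For HP1γ with E_2_ and vehicle, libraries of the same number correlated by 0.0096 to 0.143, and replicate 3 with E_2_ correlated more with vehicle replicate 2 than with its own number. The correlation was not computed for Ku70 with E_2_, whose lists do stand together by experiment (17288 regions gained when experiment 3 was set against the rest).

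Odds ratios of motifs that turned direction or crossed the threshold follow, with the estrogen and androgen response elements as ERE and ARE. Within 250 bp: HP1γ E_2_ ERE 1.27 and AP2 1.02, Ku80 NFκB 0.945, DHT ERE 15.9 (HP1γ) and 1.12 (Ku70), siKu70-lost NFκB 1.02 and AP1 1.06, S83D ERE 0.733, GATA3-lost GATA 0.936. Distal gained or lost regions only: HP1γ E_2_ ERE 2.34, AP1 1.54 and GATA 1.50, Ku70 E_2_ FOXA 1.42, Ku80 ERE 4.89 and NFκB 0.721, Ku70 TNFα CTCF 1.09, HP1γ DHT AP1 1.01, siKu70-lost ARE 1.32, AP1 1.60 and CTCF 1.31, S83D AP2 0.475, GATA3-gained NFκB 0.901, HP1γ 14 h lost FOXA 1.38, AP1 1.04, AP2 0.621 and CTCF 0. Distal against distal shared regions: HP1γ E_2_ ERE 1.39, Ku80 NFκB 0.860, AP1 0.918 and CTCF 0.984, Ku70 TNFα FOXA 0.772, AP1 0.926 and GATA 0.973, HP1γ DHT ARE 1.42, Ku70 DHT AP1 0.828, siKu70-lost AP2 1.08, S83D AP1 0.885, AP2 0.973 and CTCF 3.79, GATA3-gained NFκB 0.916, HP1γ 14 h lost NFκB 1.44 and CTCF 0.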

Differences from the paper's values

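The share of tags in peaks and the comparison of siKu70 with E_2_ and vehicle were chosen after the data were seen.

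The paper shows about 31000 HP1γ regions in E_2_-treated MCF7 cells (Fig. 4a, read by eye), and 8984 regions were called here in at least 2 of 3 libraries. Regions of at least 1 library, 23624, do not differ from the paper's by over 1.5 times, and regions of every library (3394) and those without 1 library in turn (4608 to 5806) do. For Ku70 the paper shows about 43000 (Fig. 4a, read by eye) against 6620 here. Regions of at least 1 library (44665) and those without Ku70 replicate 1 (42528) come within that factor, and those of every library (6620, as reported) and without Ku70 replicate 3 (8757) do not. The paper's methods describe calls on single and pooled samples with a threshold on reproducibility between replicates, so the paper's regions and these sets of single lists are unlike in make.

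The share of HP1γ regions that overlap Ku70 is about 70% in the paper (Fig. 4a, read by eye) and 38.6% here. It comes within 1.5 times of the paper's for regions of every library (50.1%), for regions of at least 1 library (67.9%) and without Ku70 replicate 1 (82.9%). It does not for centres within 200 bp (35.5%), 50% of both peaks (29.3%), distal peaks (32.5%), without chromosomes 1, 3, 17 and 20 (37.4%), without Ku70 replicate 3 (43.3%) and without each HP1γ library (42.1% to 44.4%).

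The paper states that GATA3 decreased at MegaTrans enhancers under siHp1γ. Over all sites the log_2_ difference in GATA3 peak number was 0.0059 here, with −0.22 for the share of tags in peaks, which was chosen after the values were seen. At full estrogen response elements, GATA3 peaks were fewer in the library labelled siHp1γ, 131 against 200.

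In the paper's profiles of MegaTrans enhancers, HP1γ under siKu70 hardly differs between E_2_ and vehicle. Over all sites, the siKu70 libraries here held more HP1γ peaks with E_2_ than with vehicle, by 2.63 on the log_2_ scale (1.24 without vehicle replicate 6 and 4.01 without vehicle replicate 5). At the TFF1 enhancer the paper's browser view shows more HP1γ with E_2_. Here, without siRNA, a peak was called in 1 of 3 libraries with E_2_ and 2 of 3 with vehicle, and with siNC in 1 of 2 and 0 of 2. The browser view shows signal and these are calls of a peak, so the measures are unlike. The paper cites that view for knockdown of Top1, whose HP1γ libraries have no list here.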

Other observations

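The tests of S83D depth and the comparisons of 14 h and of siRNA in vehicle were chosen after the values were seen; the tests on estrogen response elements were written before their results.

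At 1 h of E_2_, peaks at full estrogen response elements made up a higher share than with vehicle for HP1γ, Ku70, Ku80 and GATA3 in MCF7 cells. GATA3 with siNC had 22 such peaks with vehicle (0.134%) and 200 with E_2_, and the library labelled siHp1γ had 29 (0.157%) and 131. The share was 0.400% and 0.320% in the Ku70 libraries with E_2_ and 0.0531%, 0% and 0.0578% with vehicle, and 0.195% and 0.0267% for Ku80. For HP1γ it was 0.173%, 0.502% and 0.114% with E_2_ and 0.107%, 0.243% and 0.0609% with vehicle, in order of experiment, and at 14 h it was 0.147%, 0% and 0.581%. With siNC, it was 0.145% and 0.403% with E_2_ and 0% and 0.0385% with vehicle, and with siKu70 0.0640% and 0.293% with E_2_ and 0% and 0% with vehicle. In LNCaP cells, the androgen response element stood in 0.594% and 1.50% of Ku70 peaks with DHT and 0.162% and 0.331% with vehicle, but the gained Ku70 regions of KLK2, KLK3 and TMPRSS2 hold no such element. In MCF7 cells, the NFκB motif stood in 5.04% of HP1γ peaks with TNFα and 3.91% with vehicle in the same experiment (3.12% and 2.81% in the other vehicle libraries). For Ku70 it was 4.82% with TNFα, and 3.55% with vehicle in the same experiment, where 33 peaks held it, and 4.14% and 4.01% in the others.

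HP1γ may be added with E_2_ where Ku70 arrives at the element. This was tested on the 26 gained Ku70 regions with the element: HP1γ overlapped 34.6%, 80.8% and 19.2% of them with E_2_ and 3.85%, 11.5% and 0% with vehicle, so the smallest difference was 19.2 percentage points and the largest 69.2. The 953 gained regions without it differed by 7.97 to 23.7 points. Over all HP1γ peaks, the odds of the element were higher with E_2_ in 3 of 3 experiments (pooled odds ratio 1.94, 95% interval 1.26 to 2.98). Among regions, however, 1 of 548 gained HP1γ regions held it, 0.182% against 0.192% of shared ones (odds ratio 0.950), so no surplus was seen where all 3 experiments gained HP1γ. That interval covers the error of counting peaks only, and the share of the element varied as much between libraries of the same treatment as between treatments.

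The surplus of elements among GATA3 regions lost in the library labelled siHp1γ could arise if weak peaks are lost first. Losses did grow along the list, from 3.22% in the first to 57.6% in the last of 4 equal parts, but within these parts the odds ratio of the element was 2.51 (95% interval 1.76 to 3.59, counting error only), so this explanation is unlikely to account for it. Whether GATA3 left sites where Ku70 was gained stays open: these were overlapped by 0.549% of lost and 2.29% of shared regions (odds ratio 0.236, 95% interval 0.157 to 0.341), but also by 0.576% of gained regions (odds ratio 0.247), so the deficit, set in advance as evidence against it, is not particular to loss. Peak heights and a second experiment would be needed to tell a loss of GATA3 at the element from variation between libraries.

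Depth is an unlikely source of the S83D surplus in experiment 1, where S83D and S83A libraries differed by 0.0039 in log_2_ tags and by 3.21 in log_2_ peaks. In experiment 2 they differed by 0.62 in tags and 0.47 in peaks, so depth cannot be told apart from the mutation there. Expression of the 2 mutant proteins could also differ and was not measured in these lists.

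The 5 Ku70 libraries with E_2_ or vehicle give 10 splits, so the share as large cannot fall under 0.1: the real split gained 979 regions, and the highest other, experiment 3 against the rest, 17288. This split follows the experiment, and within experiment 3 Ku70 peaks differed by 0.45 with E_2_.

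With vehicle, HP1γ peaks differed by −2.45 on the log_2_ scale between siKu70 (1851 and 272) and siNC (2884 and 5198), and by −3.83 without siKu70 replicate 5 and −1.06 without siKu70 replicate 6. The siKu70 libraries held fewer tags there, 15.6 and 13.4 M against 18.4 and 27.4 M. With siNC, HP1γ peaks differed by 1.34 between E_2_ and vehicle (all exact permutation p = 0.333). Ku70 in experiment 2 differed from vehicle by 0.96 at 14 h of E_2_ (1804 peaks) and by 1.37 at 14 h of TNFα (2394 peaks), against the shortest of the 3 vehicle lists. Against the mean of all 3 vehicle lists, these values turned to −1.07 and −0.66. GATA3 peaks with vehicle differed by 0.16 between the library labelled siHp1γ (18414 peaks, 11.8 M tags) and siNC (16426 peaks, 8.62 M tags), but by −0.067 for the share of tags in peaks. With siNC they differed by 0.29 between E_2_ and vehicle, and by 0.091 for the share of tags in peaks.

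Of 91 gene list results with a p, 2 passed, and of 96 motif results, 37 passed. Zinc finger genes of chromosome 19, mostly repressors in clusters, reached the 99.3 percentile among HP1γ regions with TNFα (54 genes against 41.0) and the 99.6 percentile among gained GATA3 regions (18 against 11.2), with a lowest adjusted permutation p of 0.963 elsewhere. By list, the lowest adjusted permutation p and the range of percentiles were 0.0052 and 1.79 to 94.3 (estrogen response), 0.0091 and 2.81 to 89.1 (androgen targets), 0.309 and 36.2 to 96.5 (NFκB targets) and 0.549 and 6.49 to 94.7 (p53 targets). They were 0.660 and 25.4 to 90.4 (immediate early genes), 0.365 and 6.21 to 85.7 (luminal identity), 0.190 and 6.93 to 73.7 (housekeeping), 0.955 and 3.71 to 95.6 (histone genes) and 0.714 and 15.0 to 58.3 (silent in breast). For the paper's genes they were 0.065 and 30.4 to 78.4 (estrogen loci), 0.190 and 20.1 to 67.8 (androgen genes) and 0.660 and 42.5 to 80.1 (TNFα genes).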
